# Intracellular amyloid toxicity induces oxytosis/ferroptosis regulated cell death

**DOI:** 10.1038/s41419-020-03020-9

**Published:** 2020-10-06

**Authors:** Ling Huang, Daniel B. McClatchy, Pamela Maher, Zhibin Liang, Jolene K. Diedrich, David Soriano-Castell, Joshua Goldberg, Maxim Shokhirev, John R. Yates, David Schubert, Antonio Currais

**Keywords:** Alzheimer's disease, Experimental models of disease

## Abstract

Amyloid beta (Aβ) accumulates within neurons in the brains of early stage Alzheimer’s disease (AD) patients. However, the mechanism underlying its toxicity remains unclear. Here, a triple omics approach was used to integrate transcriptomic, proteomic, and metabolomic data collected from a nerve cell model of the toxic intracellular aggregation of Aβ. It was found that intracellular Aβ induces profound changes in the omics landscape of nerve cells that are associated with a pro-inflammatory, metabolic reprogramming that predisposes cells to die via the oxytosis/ferroptosis regulated cell death pathway. Notably, the degenerative process included substantial alterations in glucose metabolism and mitochondrial bioenergetics. Our findings have implications for the understanding of the basic biology of proteotoxicity, aging, and AD as well as for the development of future therapeutic interventions designed to target the oxytosis/ferroptosis regulated cell death pathway in the AD brain.

## Introduction

A hallmark of Alzheimer’s disease (AD) is the accumulation of amyloid beta (Aβ) in extracellular plaques in the brains of patients. This observation has not only driven most of the basic research in the field, but also the development of therapeutics designed to diminish the plaque burden. To date, none of these therapies has succeeded in preventing or delaying the progression of AD^1^.

Although historically dismissed as being a technical artifact, a significant body of evidence now shows that Aβ accumulates inside neurons in the AD brain and that this accumulation is an early pathological event that precedes plaque formation itself^2–6^. Intraneuronal accumulation of Aβ has also been detected in nerve cell lines and transgenic mouse models of AD (reviewed in^2–6^).

This accumulation of Aβ can take place in a variety of subcellular compartments, including endosomes, multivesicular bodies, lysosomes, mitochondria, endoplasmic reticulum, Golgi apparatus, and cytosol^3,4^. Although toxic effects on specific physiological processes have been reported, such as synaptic disruption, inhibition of the ubiquitin-proteasome system, mitochondrial dysfunction, and activation of pro-inflammatory responses^6–8^, the exact molecular mechanism underlying the intraneuronal Aβ toxicity remains unclear.

Here, we addressed this gap in knowledge by using a systems biology approach to integrate transcriptomic, proteomic, and metabolomic data collected from a nerve cell model of toxic intracellular aggregation of Aβ. Using this approach, we found that intracellular Aβ causes nerve cells to die by the oxytosis/ferroptosis cell death program.

## Results

### Intracellular Aβ aggregation causes significant alterations in the transcriptome, proteome and metabolome of nerve cells

In order to identify the molecular mechanism(s) by which intracellular Aβ is toxic to neurons, we carried out a comprehensive multi-omics analysis to study the transcriptome, proteome, and metabolome of MC65 nerve cells in the absence and presence of intracellular Aβ toxicity. The MC65 is a human nerve cell line that expresses the C99 fragment of the amyloid precursor protein (APP) under the control of a tetracycline-sensitive promoter^9^. The parent cell line is SK-N-MC from a human neuroblastoma, and it has an electrically excitable membrane typical of neurons^10^. When tetracycline is withdrawn, MC65 nerve cells express C99 which is then converted to Aβ by γ-secretase and the cells die within 3 days due to Aβ accumulation and aggregation within cells (Fig. 1a, b)^8^. An increase in tau phosphorylation is observed in these cells upon induction of Aβ^11^. There is no extracellular Aβ in MC65 culture media^9,12,13^, and in the presence of γ-secretase inhibitors, cells express C99 but Aβ is not generated and cells do not die^8^. For the omics experiments, cells with tetracycline and no tetracycline were harvested 2 days after induction, prior to cell death. 

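The MC65 cells derive from SK-N-MC, a human neuroblastoma line, and carry C99, the C-terminal part of the amyloid precursor protein, behind a promoter that tetracycline keeps off. RNA was taken on day 2 from 5 replicates kept in 2 µg/ml tetracycline (-Aβ) and from 5 without tetracycline (+Aβ), so that expression of C99 and removal of the drug go together in every comparison. The libraries were made with a poly(A) selection kit, named as the stranded version in the methods and without that word in the sample labels, and were sequenced as 50-base single reads on an Illumina HiSeq. The authors aligned the reads to hg19 with STAR 2.5.3a and counted uniquely aligned reads over the exons of RefSeq genes with HOMER 4.9.1, while the 13 protein-coding genes of mitochondrial DNA were counted by STAR with the Cell Ranger index 1.2.0. Whether the counting used strand is not given in the sources used here, so reads of a gene and of an overlapping antisense gene may be added together, and counts per gene do not part the C99 transgene from the cell's own APP.
The deposited count table names 27152 genes, of which 20517 had a read in at least 1 of the 10 libraries. Total counts ran from 9029922 to 10671739 (median 10385441) in the 5 -Aβ libraries and from 7044483 to 11587922 (median 10339673) in the 5 +Aβ libraries. The share of counts from mtDNA-encoded genes was 5.52% ± 0.457 (SD, n = 5) in -Aβ and 5.70% ± 0.537 (SD, n = 5) in +Aβ (exact two-sided permutation test, p = 0.548). From these counts, differences between the groups were tested with edgeR's quasi-likelihood test after TMM scaling and the filter on low counts of edgeR, with the thresholds of the paper's methods (Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.5). Nothing in the sources used here says that the replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.
APP, the precursor that holds the Aβ sequence, lies on chromosome 21 of hg19 from 27252861 to 27512708 on the minus strand. C99 is encoded by the last 51 bases of exon 16 (27269885 to 27269935), by exon 17 (27264034 to 27264180) and by the coding part of exon 18 (27253984 to 27254082). APP was at 1125 ± 45.1 CPM (counts scaled to library size; SD, n = 5) in -Aβ and 1317 ± 16.3 CPM (SD, n = 5) in +Aβ, a log2 fold change of 0.23 (standard error 0.030, adjusted p = 2.46e-07 from edgeR), with each +Aβ library above each -Aβ library.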

Samples were then processed for whole RNA sequencing, global protein mass spectrometry, and large-scale metabolomics (Fig. 1c).

**Fig. 1:**
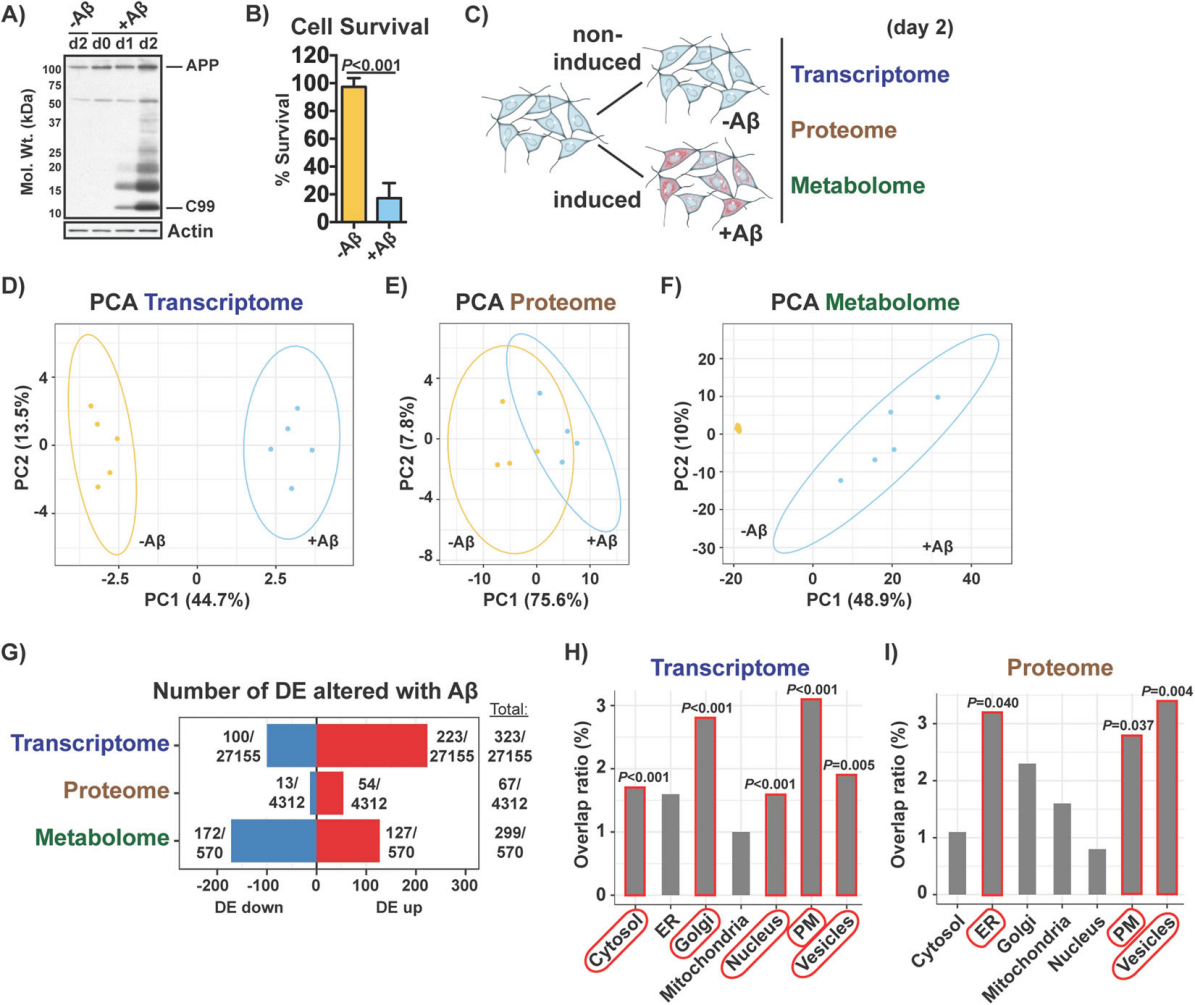
Global effects of intracellular Aβ on the transcriptome, proteome and metabolome of MC65 nerve cells. **a** Aβ aggregation in induced (+Aβ) MC65 nerve cells was confirmed by Western blotting at days 0, 1 and 2 and compared to non-induced (-Aβ) cells. Bars indicate C99 and full-length APP. **b** Cell survival was assayed on day 3. Unpaired two-tailed *t*-test (*n* = 3/group), data are mean ± SD. **c** Diagram illustrating the experimental approach. At day 2, non-induced (-Aβ) and induced (+Aβ) MC65 nerve cells were harvested for transcriptomic, proteomic and metabolomic analysis. PCA of the (**d**) top 500 most expressed genes (*n* = 5/group), (**e**) top 500 most expressed proteins (*n* = 4/group) and (**f**) total metabolites (*n* = 5/group). Ellipses show the 95% confidence interval of a t-distribution. Fold change levels and respective adjusted *P* values for all parameters can be found in supplementary Tables S1, S2 and S3. **g** Number of DE genes, DE proteins and DE metabolites upregulated (up) and downregulated (down) with Aβ. Number of total genes, proteins and metabolites detected/measured is indicated as the denominator. DE cutoff for the three parameters was FDR < 0.05 and absolute logFC > 0.5. Distribution of the (**h**) DE genes and (**i**) DE proteins per major subcellular compartment according to the Human Protein Atlas^14^. Overlap ratio is the number of DE genes or DE proteins found altered per total genes or proteins described to be present in a given compartment. *P* values calculated by 1000 bootstrap are indicated.

Principal component analysis (PCA) of the top 500 most variable genes, top 500 most variable proteins and total metabolites identified a clear separation between the non-induced (-Aβ) and induced (+Aβ) cell groups for each of the three molecular parameters (Fig. 1d–f). This separation was clearest with the transcriptomic and metabolomic data (Fig. 1d, f). 

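In the transcriptome, the 5 +Aβ libraries scored from 3.60 to 9.87 on the first principal component and the 5 -Aβ libraries from −7.75 to −4.66, so that the groups did not overlap (exact two-sided permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). PC1 held 19.8% of the variance and PC2 13.7%. The 500 most variable genes on log2(FPKM + 1) were mainly short RNAs. By symbol, 428 were small nucleolar, small nuclear, Cajal body or micro RNAs, classes that guide RNA modification, splicing and the silencing of mRNAs, and 426 genes had under 200 exon bases. Their median level was 1.3 reads per library, and 72 of the 500 were among the genes with enough reads for the tests of expression. FPKM was computed from the deposited counts and exon lengths and the total of each library. With 0.1 in place of 1 added to FPKM, which gives more weight to genes with few reads, PC1 held 14.2% and no longer parted the groups (exact permutation test, p = 0.198).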

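The share of the transcriptome's variance that PC1 held depended on which genes entered. Over the 500 genes with the highest mean log2(FPKM + 1), PC1 held 55.0% of the variance, and over the 500 most variable genes with a mean of at least 1 CPM it held 57.7%. On log2 CPM, which does not divide by exon length, PC1 held 31.8%. With genes under 200 exon bases left out, a choice made after seeing the data, PC1 held 49.8%. In each of these the 5 +Aβ libraries scored on one side and the 5 -Aβ libraries on the other, at the smallest p that the exact permutation test allows. Leaving out any 1 library gave a share on PC1 between 20.7% and 21.7% over the 500 most variable genes.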

The effects of Aβ were most pronounced on the metabolome, where the greatest separation between treatments was observed (Fig. 1f).

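Among 13544 genes with enough reads to be tested, 376 differed between +Aβ and -Aβ at an adjusted p under 0.05 and a log2 fold change beyond 0.5 in edgeR, which is 2.78% of the genes tested. Of 29 tested immediate early genes, which encode transcription factors and secreted factors that respond within minutes to growth factors or stress, 19 were among them, as were 18 of 30 genes of cytokines and targets of NF-kB, the transcription factor of inflammation. Of 22 genes of the output of the ERK pathway, a kinase cascade of growth signalling, 16 were among them. In contrast, none of the 76 tested nuclear genes of the respiratory chain and none of the 40 tested genes of the proteasome changed beyond the fold limit, although 17 and 29 of these passed the adjusted p alone and 26 and 35 an unadjusted p under 0.05 (0 and 0 beyond the fold limit in DESeq2).
Most differences were small. Without the limit on the fold change, 2719 genes passed the adjusted p, with a median absolute log2 fold change of 0.22, and the limit removed 2343 of them. Of the 376 genes, 83 differed by more than 2-fold. DESeq2 gave 322 genes at the same thresholds, 321 of which were among the 376. A test against the fold limit itself (glmTreat of edgeR) left 96 genes.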

A total of 323 out of 27155 genes (~1.2%), 67 out of 4312 proteins (~1.6%) and 299 out of 570 metabolites (~52.5%) examined were differentially expressed (DE) in the presence of Aβ (Fig. 1g). While the majority of the DE metabolites were decreased, most of the DE genes and DE proteins were elevated (Fig. 1g).

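Of the 376 genes, 250 were higher and 126 lower in +Aβ, so that 66.5% were elevated. Without the fold limit the directions lay closer together, with 1514 genes higher and 1205 lower. Of the genes that differed by more than 2-fold, 73 were higher and 10 lower. Each gene named here had all 5 +Aβ libraries on one side of all 5 -Aβ libraries.
The largest rise was that of MMP1, a collagenase of the extracellular matrix on chromosome 11 of hg19 (102660641 to 102668966, minus strand), from 0.240 ± 0.066 CPM (SD, n = 5) to 2.60 ± 0.599 CPM (SD, n = 5), a log2 fold change of 3.38 (standard error 0.32, adjusted p = 1.09e-10 from edgeR). SPRY4, an inhibitor of receptor tyrosine kinase signalling, rose by 2.72 on the log2 scale (adjusted p = 2.77e-16). ALPK2, an alpha kinase, FOSL1, a subunit of AP-1, and MAFF, a small MAF transcription factor, rose by 2.49, 2.27 and 2.09 on the log2 scale. The adjusted p of these was 3.87e-10, 1.48e-12 and 2.31e-11 in edgeR.
Among the 12 largest falls, ID3, an inhibitor of differentiation factors on chromosome 1 (23884421 to 23886285), had the most reads. It was at 60.9 ± 4.38 CPM (SD, n = 5) in -Aβ and 26.6 ± 2.72 CPM (SD, n = 5) in +Aβ (log2 fold change −1.20, standard error 0.062, adjusted p = 1.08e-17 from edgeR). SAMD11, on chromosome 1 from 861121 to 879961, had a log2 fold change of −1.82 (adjusted p = 4.07e-08), and LOC100130417, from 852198 to 855072 beside it, of −1.45 (adjusted p = 3.45e-05). AFF3, a nuclear factor, had a log2 fold change of −1.36 (adjusted p = 0.00115).
The lowest fold change was that of RPPH1, the RNA part of RNase P, which carries no poly(A) tail. It was at 11.4 ± 6.78 CPM (SD, n = 5) in -Aβ and 2.14 ± 1.82 CPM (SD, n = 5) in +Aβ (log2 fold change −2.57, standard error 0.71, adjusted p = 0.0356). Its call was lost without -Aβ replicate 1 (adjusted p = 0.0550), 4 (0.0630) or 5 (0.0664), without +Aβ replicate 1 (0.0587), 3 (0.0713), 4 (0.0831) or 5 (0.0850), and without a filter on low counts (0.0519).

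**Figure D1:**
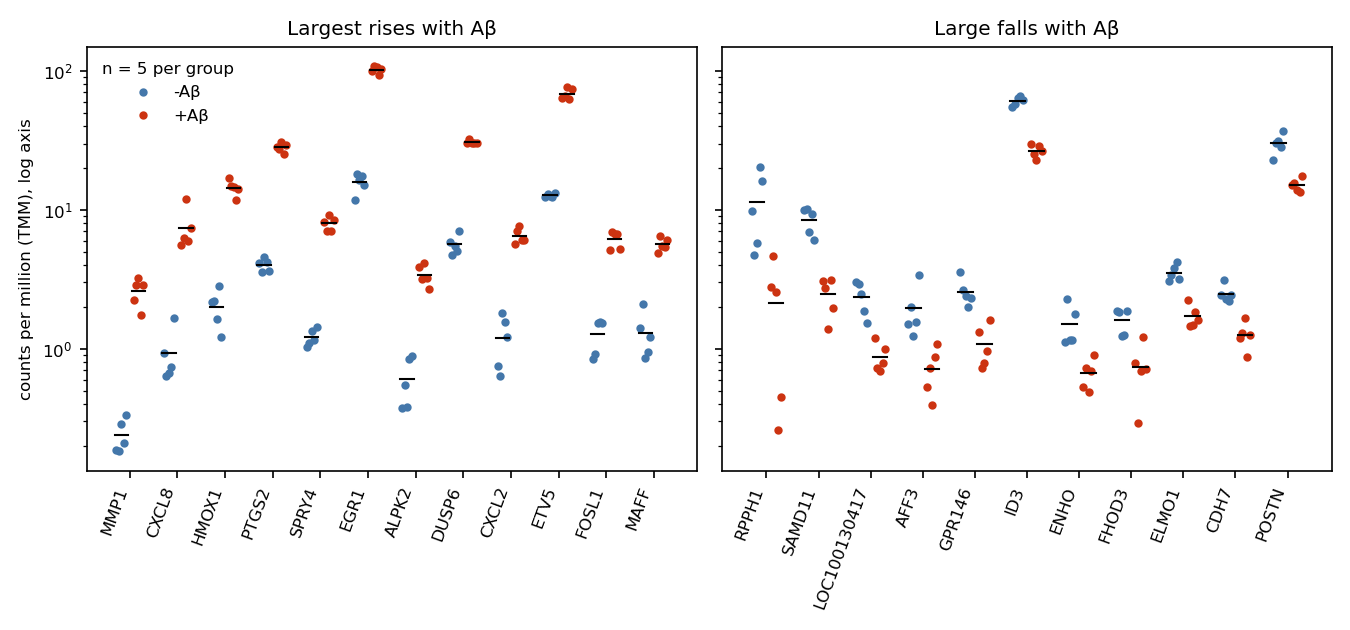
CPM on a log axis in each -Aβ and +Aβ library (n = 5 per group) for the 12 genes with the largest rise in +Aβ and for 11 of the 12 with the largest fall; the black line is the mean of the group. For MMP1 and the other genes shown, the 5 libraries of one group lie on one side of the 5 libraries of the other.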

We then asked in which organelles these changes were taking place. To address this, we mapped the DE genes and DE proteins to the major subcellular compartments according to the Human Protein Atlas^14^. We found that the DE genes were associated with proteins that localize in a variety of compartments, but preferentially to the Golgi (*P* < 0.001) and plasma membrane (*P* < 0.001) (Fig. 1h). 

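Families of gene symbols whose products sit mostly in one compartment were counted among the changed genes, in place of the locations of the Human Protein Atlas, which were not used here. Of 390 tested genes of plasma membrane families (cadherins, integrins, ephrin receptors, ion channels, solute carriers and others), 35 changed (8.97%), against 341 of 13154 other genes (2.59%; odds ratio 3.70, 95% interval 2.50 to 5.35, adjusted p = 3.61e-09 from Fisher's exact test). Of these, 23 rose and 12 fell. SLC2A3, a glucose transporter of neurons, rose from 6.85 to 16.6 CPM (log2 fold change 1.27, adjusted p = 2.75e-13 from edgeR), and EPHA2, an ephrin receptor, rose by 1.09 on the log2 scale (adjusted p = 9.17e-19). GPR146, an orphan receptor, and CDH7, a cadherin, had log2 fold changes of −1.23 and −0.99. Of 200 tested genes of Golgi families, such as glycosyltransferases and coat proteins, none changed beyond the fold limit (adjusted p = 0.00979 from Fisher's exact test, with an upper bound of 0.645 on the odds ratio). Of these, 19 passed the adjusted p alone and 43 an unadjusted p under 0.05, with 0 changed in DESeq2. None of 129 genes of endoplasmic reticulum families changed beyond the fold limit (adjusted p = 0.0534 from Fisher's exact test), with 22 past the adjusted p alone, 37 at an unadjusted p under 0.05 and 0 changed in DESeq2.
Of 345 genes of mitochondrial families 1 changed (adjusted p = 0.00250). It was SLC25A42, a carrier of coenzyme A named after its values were seen, with a log2 fold change of −0.62 (adjusted p = 1.93e-05 from edgeR). With the genes past the adjusted p alone, this depletion of mitochondrial families was lost (odds ratio 0.958, adjusted p = 0.838). The same choice gave an odds ratio of 2.11 for plasma membrane families (adjusted p = 2.11e-10), 0.414 for Golgi families (adjusted p = 1.57e-04) and 0.817 for endoplasmic reticulum families (adjusted p = 0.587). The families cover part of each compartment, and the plasma membrane pattern also took the non-coding genes KCNQ1OT1 and ITGB2-AS1.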

The DE proteins were mostly associated with the endoplasmic reticulum (*P* = 0.040), plasma membrane (*P* = 0.037) and vesicles (*P* = 0.004) (Fig. 1i).

These data indicate that the cell death associated with intracellular Aβ is preceded by significant changes in the transcriptome, proteome, and metabolome of MC65 nerve cells that take place in multiple cellular compartments.

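Genes of growth and differentiation moved both ways on day 2. Of 15 tested targets of BMP and SMAD signalling, 4 were higher and 4 lower (5 and 5 adjusted over the list alone). ID1 and ATOH8, targets of BMP, fell by 0.61 and 0.96 on the log2 scale (adjusted p = 4.40e-07 and 3.20e-07 from edgeR). Of 33 cell cycle genes, 6 were lower and 3 higher, over the list alone as over all genes. TOP2A, the topoisomerase of dividing cells, fell by 0.20 (adjusted p = 1.51e-06) and the proliferation marker MKI67 by 0.16 (adjusted p = 9.37e-04). As sets, the BMP and SMAD targets (adjusted p = 0.642 in camera of limma; median log2 fold change −0.03, mean 0.03) and the cell cycle genes (adjusted p = 0.118, and 0.0477 without a filter on low counts) did not pass.
Of 21 tested neuronal genes, 4 were higher and 4 lower, over the list alone too (set test, adjusted p = 0.681). SCG2 and VGF, proteins of secretory granules, rose by 0.73 and 1.98 on the log2 scale (adjusted p = 1.02e-06 and 1.22e-06), and BDNF, a neurotrophin, by 0.87 (adjusted p = 0.00281). STMN3, a regulator of microtubules, fell by 0.23 (adjusted p = 3.37e-04). Of 21 genes of APP and its processing, 2 were higher and 3 lower, over the list alone too (set test, adjusted p = 0.324). ADAM17, an α-secretase, rose by 0.18 (adjusted p = 0.00179), and APBB2, an adaptor that binds APP, fell by 0.19 (adjusted p = 0.00327).
Genes used as markers of other cell types were also counted, in libraries that all came from the MC65 line. Of 19 tested fibroblast and mesenchyme genes, 3 were higher and 5 lower (5 and 6 adjusted over the list alone; set test, adjusted p = 0.259, and 0.00508 for lower levels without -Aβ replicate 1). FAP, a membrane protease, fell by 0.57 (adjusted p = 9.10e-07) and POSTN, a matrix protein, from 30.1 to 15.1 CPM (adjusted p = 6.91e-06), while ACTA2, smooth muscle actin, rose by 0.47 (adjusted p = 3.16e-05). Of 4 tested leukocyte genes 1 was higher, over the list alone too. This was PTPRC, a receptor phosphatase at 121 ± 10.5 CPM (SD, n = 5) in -Aβ and 138 ± 7.96 CPM (SD, n = 5) in +Aβ (adjusted p = 0.00928, and 0.0638 with all 20 libraries in the fit). None of 3 glial genes passed in edgeR, over the list alone either, with 0 at an unadjusted p under 0.05 and 0 past the adjusted p in DESeq2. The paper reasons from the changes in transcriptome, proteome and metabolome that they precede the death of the cells and take place in several compartments.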

### Pathway analysis identifies a pro-inflammatory, metabolic reprogramming associated with oxytosis/ferroptosis during Aβ toxicity

To identify the specific molecular pathways underlying the alterations observed in the omics data, we first carried out Gene Set Enrichment Analysis (GSEA) with both the transcriptomic and proteomic data (metabolites have no gene equivalent). By overlapping the KEGG pathways obtained from both datasets by GSEA, 37 common pathways were identified that were all activated by Aβ and could be grouped into three main categories (Fig. 2a). Two of these categories included pathways that were associated with cancer (C) and inflammatory/immune (I) responses, which were frequently overlapping (Fig. 2a), in accordance with our previous reports^8^. 

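Lists of genes written from knowledge of the pathways stood in for the KEGG sets, which were not used here. Of 28 lists with at least 5 tested members, 18 shifted towards higher levels in +Aβ against -Aβ relative to the other genes, none towards lower levels, and 10 did not pass (camera of limma with a preset correlation of 0.01, adjusted over the lists). With a correlation estimated from these libraries, 12 of the 18 passed.
Several stress responses rose. Of 29 tested targets of NRF2, the transcription factor of the oxidative stress response, 16 were higher and 1 lower (18 and 1 adjusted over the list alone; set test, adjusted p = 4.18e-14). TXNRD1, thioredoxin reductase, rose by 0.33 on the log2 scale (adjusted p = 1.85e-10 from edgeR). The lower member was ALDH3A1, an aldehyde dehydrogenase named after its values were seen (log2 fold change −0.75, adjusted p = 0.00126). Of 26 targets of p53, the stress-activated tumour suppressor, 11 were higher and 1 lower (11 and 2 over the list alone; adjusted p = 9.67e-09). The death receptor FAS rose by 1.34 (adjusted p = 1.83e-18), the kinase PLK3 by 1.45 (adjusted p = 3.46e-14) and the BH3 protein PMAIP1 by 0.48 (adjusted p = 8.44e-08).
Of 22 heat shock genes, 15 were higher and none lower, over the list alone too (adjusted p = 4.31e-09, and 0.0214 with an estimated correlation). The chaperones HSPA1A and HSPA1B rose by 0.75 and 0.67 (adjusted p = 2.10e-12 and 3.85e-12), and CHORDC1, a partner of HSP90, by 0.31 (adjusted p = 2.11e-06). HSPA1A and HSPA1B are near-identical in sequence, so that reads aligning to both are left out and their counts may be low. Of 19 genes of the hypoxia response, 11 were higher and 2 lower (13 and 2 adjusted over the list alone; adjusted p = 7.68e-13). ANGPTL4, an inhibitor of lipoprotein lipase, rose by 0.89 (adjusted p = 7.30e-13) and NDRG1, a stress-responsive protein, by 0.65 (adjusted p = 9.53e-09).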

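Genes of growth factor signalling and of inflammation rose together in +Aβ. Of 29 tested immediate early genes, 26 were higher and none lower, over the list alone too (camera of limma, adjusted p = 8.10e-108, and 2.92e-05 with an estimated correlation). EGR1, a zinc finger transcription factor on chromosome 5 of hg19 (137801181 to 137805004), rose from 15.7 ± 2.52 CPM (SD, n = 5) to 102 ± 6.03 CPM (SD, n = 5; log2 fold change 2.69, standard error 0.071, adjusted p = 8.34e-21 from edgeR). FOS, a subunit of AP-1, rose from 8.02 to 28.8 CPM (adjusted p = 4.49e-20), and CYR61, a secreted matrix protein, from 26.2 to 87.6 CPM (adjusted p = 7.29e-24). Of 22 genes of ERK output, 17 were higher and 1 lower, over the list alone too (adjusted p = 2.86e-76, and 2.67e-05 with an estimated correlation). The ERK phosphatase DUSP6 rose from 5.64 to 30.9 CPM (adjusted p = 8.06e-24) and the transcription factor ETV5 from 12.7 to 68.4 CPM (adjusted p = 1.18e-27).
Of 30 tested genes of cytokines and NF-kB targets, 22 were higher and none lower (25 higher and 1 lower adjusted over the list alone; adjusted p = 1.43e-34). PTGS2, the inducible cyclooxygenase that makes prostaglandins, on chromosome 1 (186640944 to 186649559), rose 7.02-fold, from 4.02 ± 0.423 to 28.2 ± 1.97 CPM (SD, n = 5 each; log2 fold change 2.81, adjusted p = 2.62e-24 from edgeR). CXCL8, the chemokine that attracts neutrophils, on chromosome 4 (74606223 to 74609433), rose from 0.927 ± 0.423 to 7.42 ± 2.65 CPM (SD, n = 5 each; log2 fold change 3.04, standard error 0.31, adjusted p = 3.83e-06). The chemokines CXCL2 and CXCL10 rose by 2.45 and 1.75 on the log2 scale (adjusted p = 7.30e-13 and 1.18e-11), and PTX3, a soluble pattern recognition protein, by 0.99 (adjusted p = 1.63e-15).
Genes of the type I interferon response, the antiviral branch of innate immunity, did not rise with them. Of 32 tested, 1 was higher and 5 were lower (1 and 6 adjusted over the list alone), and the set did not pass (adjusted p = 0.236 in camera). The higher one was IFITM3, which blocks viral entry (log2 fold change 0.21, adjusted p = 1.65e-04), and CMPK2, a mitochondrial nucleotide kinase, fell by 0.47 (adjusted p = 0.00785). AGER, which encodes RAGE, the receptor of advanced glycation end products, was at 5.82 CPM in -Aβ and 5.78 CPM in +Aβ (adjusted p = 0.949). Its fitted log2 fold change of 0.02 has the other sign than these means, with a log2 fold change of −0.0053 without -Aβ replicate 1, −0.016 without -Aβ replicate 2, −0.058 without +Aβ replicate 3 and −0.055 without +Aβ replicate 5.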

The third group was associated with ferroptosis (highlighted in yellow) and processes that are known to be disrupted by ferroptosis, including mitochondrial function (KEGG terms: oxidative phosphorylation, mitophagy) and calcium signaling (KEGG terms: retrograde endocannabinoid, serotonergic synapse) (Fig. 2a)^15^. 

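The ferroptosis list was higher in +Aβ as a set (camera of limma, adjusted p = 9.67e-09, and 0.00294 with an estimated correlation). Its 34 tested genes had a median log2 fold change of 0.07 and a mean of 0.22, and 28 were above 0. It shares 6 genes with the NRF2 targets, 5 with the glutathione system, 3 with the mitophagy list, 3 with the lipid peroxidation list and 2 with the ATF4 list.
Nuclear genes of oxidative phosphorylation differed by little. Of 76 tested, 17 were higher and none lower, over the list alone too (adjusted p = 0.00230 in camera, but adjusted p = 0.619 with an estimated correlation, and 0.0817 without -Aβ replicate 2). For this set the adjusted p was 0.131 in the set test fry. It was 3.92e-04 in fgsea, which ranks genes by sign and p as in the paper's methods. COX6C and COX5A, subunits of cytochrome c oxidase, rose by 0.25 and 0.15 on the log2 scale (adjusted p = 2.57e-05 and 0.00332 from edgeR), and NDUFAB1 and NDUFB6, subunits of complex I, by 0.21 and 0.19 (adjusted p = 6.88e-04 and 0.00267). The 61 members with a known GC content had a median log2 fold change of 0.07, and lists of genes matched to them on exon length, GC content and expression had a median of 0.08.
None of the 13 mtDNA-encoded genes of oxidative phosphorylation passed in edgeR, over the list alone either (1 at an unadjusted p under 0.05, and 1 past the adjusted p in DESeq2), and the set did not pass (adjusted p = 0.468, and 0.0402 for higher levels without +Aβ replicate 1). MT-ND1, a subunit of complex I, had a log2 fold change of 0.28 (adjusted p = 0.0638, with 0.0165 in DESeq2 and 0.0144 without +Aβ replicate 1).
Of 36 tested mitophagy genes, 13 were higher and 2 lower (13 and 3 adjusted over the list alone). SQSTM1, a receptor of selective autophagy, rose by 0.31 on the log2 scale (adjusted p = 3.83e-08), and TFE3, a transcription factor of lysosomal genes, by 0.23 (adjusted p = 3.59e-04). PINK1, the kinase that marks damaged mitochondria, and FKBP8, a mitophagy receptor, both named after their values were seen, fell by 0.31 and 0.11 (adjusted p = 0.0177 and 0.0296). The set passed at an adjusted p of 0.0479 in camera, with adjusted p = 0.163 with an estimated correlation. It passed in fry (adjusted p = 0.00117) and in fgsea (adjusted p = 0.0122). In camera it did not pass without -Aβ replicate 2 (0.0878) or 3 (0.0613) or without +Aβ replicate 4 (0.0733) or 5 (0.0510).
Of 23 tested genes of calcium channels and pumps, 3 were lower and 1 higher, over the list alone too (set test, adjusted p = 0.128, and 0.0380 for lower levels in fgsea). The calcium pump ATP2B4 fell by 0.37 (adjusted p = 1.18e-07), the T-type channel CACNA1G by 0.32 (adjusted p = 5.24e-06) and the ryanodine receptor RYR2 by 0.26 (adjusted p = 0.00225). VDAC1, a channel of the outer mitochondrial membrane, was higher by 0.10 (adjusted p = 0.0411), a call lost in DESeq2 (0.0551), without a filter (0.0757), without -Aβ replicate 2 (0.0674), 3 (0.0873), 4 (0.0864) or 5 (0.0531) and without +Aβ replicate 1 (0.0880), 3 (0.0805) or 4 (0.101).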

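Genes of the proteasome, the protease that degrades proteins marked with ubiquitin, were counted in +Aβ against -Aβ. Of 40 tested, 29 were higher and none lower (32 and none adjusted over the list alone), with a median log2 fold change of 0.16. POMP, the assembly factor of the proteasome, rose by 0.35 on the log2 scale (adjusted p = 1.06e-06 from edgeR), PSMD14, a deubiquitinase of its lid, by 0.25 (adjusted p = 1.55e-06), PSMC4, an ATPase of its base, by 0.20 (adjusted p = 1.74e-05), and PSMB4, a subunit of its core, by 0.19 (adjusted p = 6.58e-05). As a set they passed in camera of limma (adjusted p = 3.47e-12), with adjusted p = 0.0718 with an estimated correlation. They passed in fry (adjusted p = 4.48e-04) and in fgsea (adjusted p = 4.38e-08).
Of 44 genes of protein folding in the endoplasmic reticulum, 9 were higher and 1 lower, over the list alone too. HSPA5, the main chaperone of this compartment, rose from 806 to 945 CPM (log2 fold change 0.23, adjusted p = 3.43e-07), HERPUD1, a factor of the degradation of misfolded proteins, by 0.38 (adjusted p = 2.87e-06), and DNAJB11, a cochaperone, by 0.17 (adjusted p = 1.29e-04). EDEM3, a mannosidase of the same degradation pathway named after its values were seen, fell by 0.13 (adjusted p = 0.0283). The set had an adjusted p of 0.0479 in camera and adjusted p = 0.435 with an estimated correlation. It passed in fry (adjusted p = 0.0110) but not in fgsea (0.0752). In camera it did not pass without -Aβ replicate 2 (0.0756), 3 (0.0613) or 4 (0.121) or +Aβ replicate 3 (0.0571), 4 (0.0717) or 5 (0.0601).
The integrated stress response, in which the transcription factor ATF4 raises genes of amino acid supply and of stress, stood out more. Of 36 tested genes, 30 were higher and none lower (31 and none adjusted over the list alone; adjusted p = 8.98e-41, and 1.19e-04 with an estimated correlation). PPP1R15A, the phosphatase subunit that restores translation, rose by 0.90 (adjusted p = 1.68e-15), and TRIB3, a pseudokinase, by 0.60 (adjusted p = 1.22e-13).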

Other pathways included the proteasome and protein processing in the endoplasmic reticulum (Fig. 2a), likely reflecting the stress directly caused by Aβ accumulation.

**Fig. 2:**
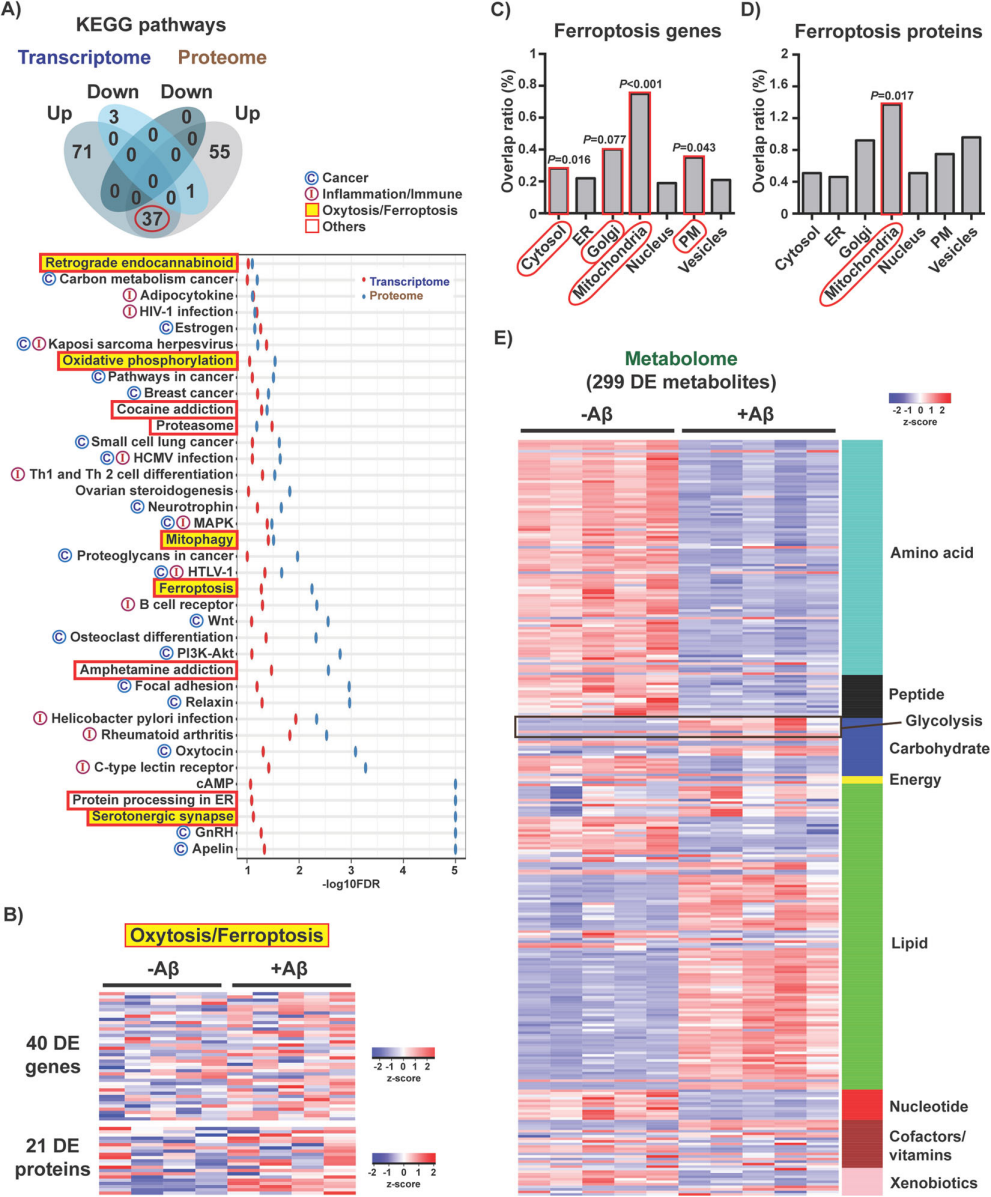
Identification of the cellular pathways associated with Aβ toxicity. **a** Venn diagram illustrating shared and uniquely affected KEGG pathways identified by GSEA that were upregulated (up) or downregulated (down) with Aβ. The red circle indicates the 37 KEGG pathways that were commonly altered in both transcriptomic and proteomic data. A list of those 37 pathways ordered by averaged enrichment score (-log10FDR) is shown. Pathways are grouped by biological process (cancer, inflammation/immune, oxytosis/ferroptosis and others). **b** Heatmap of the fold expression of the 40 DE genes (*n* = 5/group) and 21 DE proteins (*n* = 4/group) associated with the KEGG pathway ferroptosis. *z*-score = row-wise normalized log-transformed FPKM values for genes or batch-corrected log-transformed normalized average spectrum values for proteins. Distribution of the (**c**) 40 DE genes and (**d**) 21 DE proteins associated with ferroptosis per major subcellular compartment according to the Human Protein Atlas^14^. Overlap ratio is the number of DE genes or DE proteins found altered per total genes or proteins described to be present in a given compartment. *P* values calculated by 1000 bootstrap are indicated. **e** Heatmap of the 299 DE metabolites organized by biological class (*n* = 5/group). z-score = row-wise normalized Metabolon normalized imputed spectrum values.

Ferroptosis is a form of non-apoptotic regulated cell death characterized by the iron-dependent accumulation of lipid peroxides^16,17^ that extensively overlaps mechanistically with oxytosis, a previously described non-apoptotic cell death program characterized by glutathione (GSH) depletion, dysregulated production of reactive oxygen species (ROS) and consequent lipid peroxidation^15,18–20^. Therefore, oxytosis and ferroptosis have been proposed to be the same process and will henceforth be referred as oxytosis/ferroptosis^15^. Because cancer cells are more susceptible to die via oxytosis/ferroptosis^16,17^, we reasoned that the three KEGG categories identified could have common ground in oxytosis/ferroptosis. For this reason, we focused on further studying this degenerative process.

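Of the 41 genes of the ferroptosis list, 34 had enough reads to be tested, of which 11 were higher in +Aβ, 1 was lower and 22 did not pass (14 higher and 1 lower adjusted over the list alone). HMOX1, the heme oxygenase that frees iron from heme, on chromosome 22 of hg19 (35777060 to 35790207), rose 7.22-fold, from 2.00 ± 0.614 CPM (SD, n = 5) to 14.5 ± 1.87 CPM (SD, n = 5; log2 fold change 2.82, standard error 0.14, adjusted p = 2.14e-18 from edgeR). SLC7A11, the cystine transporter of system xc-, on chromosome 4 (139085248 to 139163503, minus strand), rose from 166 ± 9.73 CPM (SD, n = 5) to 246 ± 8.79 CPM (SD, n = 5; log2 fold change 0.57, adjusted p = 3.43e-15), and its partner SLC3A2 from 302 to 406 CPM (log2 fold change 0.43, adjusted p = 1.43e-13). In each of these the 5 +Aβ libraries lay above the 5 -Aβ libraries.
The other genes of this list fell into groups. For glutathione synthesis, GCLM and GCLC, the subunits of glutamate-cysteine ligase, rose by 0.57 and 0.33 on the log2 scale (adjusted p = 1.30e-09 and 1.18e-06). For iron, CP, the ferroxidase ceruloplasmin, rose by 0.85 (adjusted p = 2.45e-04), while SLC40A1, the iron exporter ferroportin, fell by 0.45 (adjusted p = 3.10e-06). FTH1, the heavy chain of ferritin, whose pseudogenes may take some of its reads, rose by 0.11 (adjusted p = 0.0123, and 0.0793 with all 20 libraries in the fit). FTL, the light chain, had a log2 fold change of 0.06 (adjusted p = 0.194) and TFRC, the transferrin receptor, of 0.06 (adjusted p = 0.263). For lipids, ACSL4 and ACSL3, which activate fatty acids for membranes, rose by 0.37 and 0.17 (adjusted p = 1.36e-07 and 0.00157). SAT1, a polyamine acetyltransferase, rose by 0.36 (adjusted p = 5.87e-04), and MAP1LC3B, a protein of autophagosomes, by 0.30 (adjusted p = 0.00118). Only HMOX1, SLC7A11, GCLM and CP, 4 genes, also passed the limit on the fold change.
GPX4, the glutathione peroxidase that reduces lipid peroxides, on chromosome 19 (1103925 to 1106788), was at 160 ± 5.46 CPM (SD, n = 5) in -Aβ and 165 ± 6.14 CPM (SD, n = 5) in +Aβ (adjusted p = 0.493 from edgeR). Of 28 tested genes of the glutathione system, 8 were higher and 2 lower, over the list alone too (camera of limma, adjusted p = 0.00276, with adjusted p = 0.0687 with an estimated correlation). CHAC1, which degrades glutathione, rose by 0.71 (adjusted p = 1.22e-12).
Of 16 tested genes of lipid peroxidation and its enzymes, 6 were higher and none lower, over the list alone too (adjusted p = 1.90e-05, and 0.0172 with an estimated correlation). PLA2G4A, a phospholipase that frees arachidonic acid, rose by 0.29 (adjusted p = 0.00247) and PTGES3, a prostaglandin E synthase, by 0.12 (adjusted p = 0.00587). PTGS1, the constitutive cyclooxygenase, was at 4.24 CPM in -Aβ and 4.23 CPM in +Aβ (adjusted p = 0.918). Its fitted log2 fold change of 0.03 has the other sign than these means, with a log2 fold change of −0.12 without -Aβ replicate 1, −0.037 without +Aβ replicate 3 and −0.060 without +Aβ replicate 4. Of the lipoxygenases, ALOX5 had no read in the 10 libraries, and ALOX12, ALOX15 and ALOX15B had at most 1, 2 and 6 reads per library, too few to be tested.

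**Figure D2:**
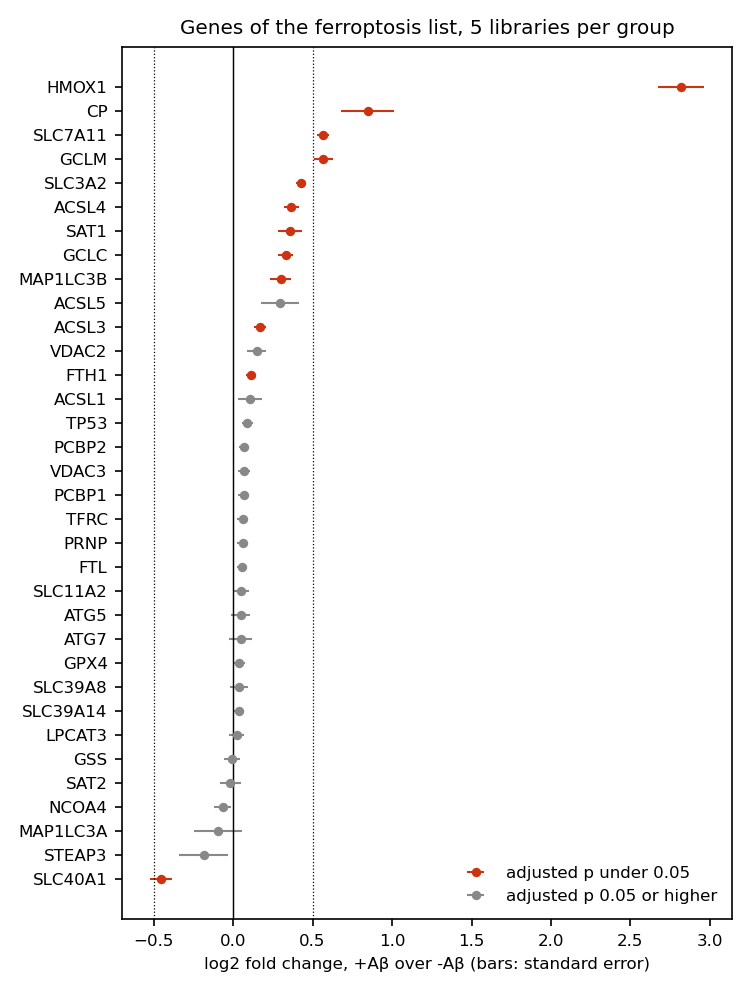
Log2 fold change of +Aβ against -Aβ (n = 5 per group) for the 34 tested genes of the ferroptosis list, with standard errors from edgeR; dotted lines mark −0.5 and 0.5, the limit on the fold change. HMOX1 lies highest and SLC40A1 lowest, and most other genes lie between the dotted lines.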

Heatmap representations of the DE genes and DE proteins associated with the ferroptosis KEGG pathway show an overall increase in their expression with Aβ (Fig. 2b). To investigate whether these genes and proteins were associated with specific organelles, we mapped them to the subcellular compartments described in the Human Protein Atlas^14^. The data show that both the ferroptotic DE genes and DE proteins were predominantly associated with the mitochondria (Fig. 2c, d).

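Of the ferroptosis list, VDAC2, VDAC3, GPX4, ACSL1 and FTMT were chosen here as members known to act in or on mitochondria. None of the 4 that were tested passed at an adjusted p under 0.05 in edgeR, over the list alone either, in 5 +Aβ against 5 -Aβ libraries (1 at an unadjusted p under 0.05, and 0 past the adjusted p in DESeq2). VDAC2 and VDAC3, channels of the outer membrane, had log2 fold changes of 0.15 (standard error 0.061, adjusted p = 0.0786) and 0.07 (standard error 0.037, adjusted p = 0.189, and 0.0471 without -Aβ replicate 5). ACSL1, a long-chain acyl-CoA synthetase, had a log2 fold change of 0.11 (adjusted p = 0.323), and GPX4, which has a mitochondrial form, of 0.04 (standard error 0.036). FTMT, mitochondrial ferritin, had too few reads to be tested. ACSL3 and ACSL4, related to ACSL1, passed the adjusted p but were not among the members chosen as mitochondrial, so the choice may be incomplete. Transcript counts do not give the place of a protein in the cell, and the Human Protein Atlas was not used here.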

At the level of the metabolome, heatmap visualization of the 299 DE metabolites organized by biological class shows a clear decrease in amino acid and nucleotide metabolism accompanied by an overall increase in lipid species in MC65 nerve cells expressing Aβ (Fig. 2e).

We then integrated all of the transcriptomic, metabolomic, and proteomic data into the master KEGG metabolic map (KEGG: hsa01100) (Fig. S1). This chart highlights the key biochemical pathways affected by Aβ and provides information on the relationship between the three molecular parameters. Changes in amino acid metabolism, glycolysis, lipid metabolism, nucleotide metabolism, oxidative phosphorylation (OXPHOS), and the tricarboxylic acid (TCA) cycle were observed in cells expressing Aβ (Fig. S1). 

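Of 26 glycolysis genes, 11 were higher in +Aβ and 1 lower (12 and 1 adjusted over the list alone; camera of limma, adjusted p = 1.14e-06, and 0.00226 with an estimated correlation). SLC2A1, a glucose transporter, rose by 0.63 on the log2 scale (standard error 0.044, adjusted p = 1.90e-14 from edgeR), PGK1, phosphoglycerate kinase, by 0.31 (adjusted p = 4.11e-09), and LDHA, lactate dehydrogenase, by 0.20 (adjusted p = 6.76e-06). PFKFB4, which sets the level of an activator of glycolysis and was named after its values were seen, fell by 0.45 (adjusted p = 0.00377).
Of 42 genes of amino acid and nucleotide metabolism, 19 were higher and none lower (22 and none adjusted over the list alone; adjusted p = 1.87e-05, and 0.0297 with an estimated correlation). ASNS, asparagine synthetase, rose by 0.45 (adjusted p = 3.20e-13), PSAT1, of serine synthesis, by 0.40 (adjusted p = 3.04e-11), and the mitochondrial folate enzymes MTHFD2 and SHMT2 by 0.32 and 0.25 (adjusted p = 2.60e-09 and 1.92e-07). The list shares 6 genes with the ATF4 targets.
Of 25 genes of cholesterol synthesis, 11 were higher and none lower (12 and none adjusted over the list alone; adjusted p = 1.51e-04, with adjusted p = 0.173 with an estimated correlation). HMGCS1 and FDPS, enzymes of the mevalonate pathway, rose by 0.27 and 0.24 (adjusted p = 1.69e-08 and 1.36e-07), and ACAT2, the cytosolic acetyl-CoA acetyltransferase, by 0.20 (adjusted p = 3.37e-05). Of 28 genes of fatty acid and phospholipid synthesis, 2 were higher and 1 lower (1 and 1 adjusted over the list alone), and the set did not pass (adjusted p = 0.681; median log2 fold change −0.02, mean 0.0071). ELOVL6, a fatty acid elongase, rose by 0.50 (adjusted p = 0.00453).
Of 28 tested genes of the TCA cycle and its entry, 3 were higher and 1 lower, over the list alone too, and the set did not pass (adjusted p = 0.756). PCK2, mitochondrial phosphoenolpyruvate carboxykinase, rose by 0.26 (adjusted p = 9.23e-04) and FH, fumarase, by 0.13 (adjusted p = 0.00902), while OGDH, the first subunit of the 2-oxoglutarate dehydrogenase complex, fell by 0.15 (adjusted p = 0.00446). IDH3A, a subunit of isocitrate dehydrogenase, was higher by 0.15 (adjusted p = 0.0154), a call lost without -Aβ replicate 4 (0.0584) or +Aβ replicate 4 (0.0506).

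**Figure D3:**
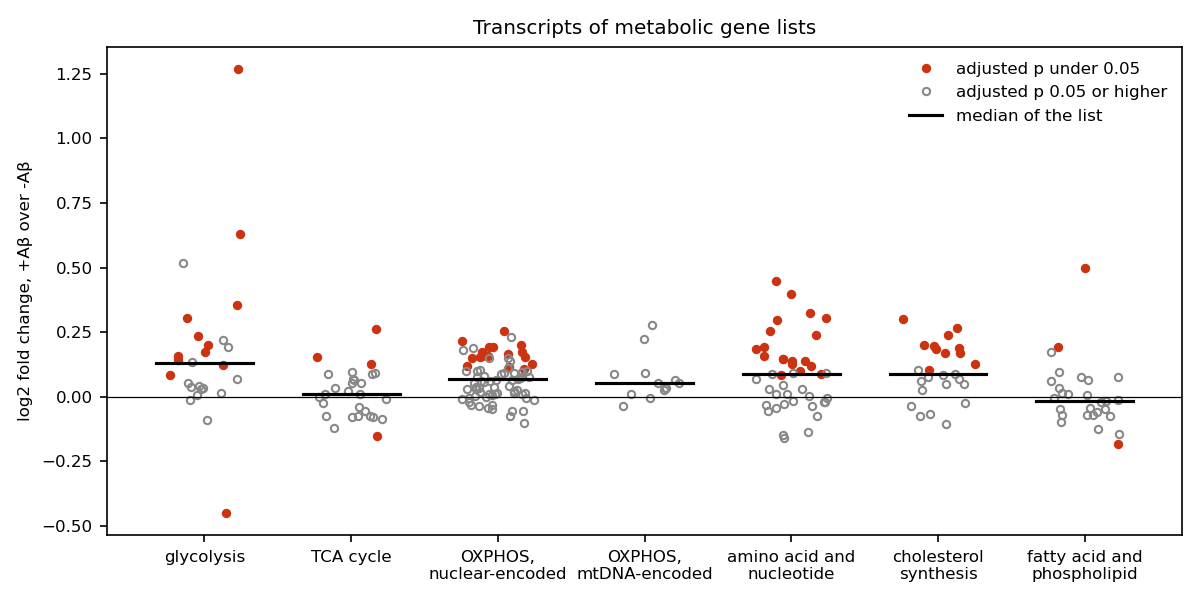
Log2 fold change of +Aβ against -Aβ (n = 5 per group) for the tested genes of 7 metabolic lists, with a black line at the median of each list. SLC2A3 stands highest among the glycolysis genes, and the median of the TCA cycle genes lies near 0, at 0.0084.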

In support of the transcriptomic and proteomic data, decreases in multiple TCA cycle and OXPHOS metabolites were detected, including acetyl-CoA, succinate, fumarate, malate, ADP, NADH and NAD^+^ (Fig. 3a). These changes were associated with a reduction in not only mitochondrial basal respiration, ATP production and maximal respiratory capacity (Fig. 3b, c), but also total cellular ATP levels (Fig. 3d). These data indicate that mitochondrial bioenergetics is severely disrupted by Aβ and support the evidence from Fig. 2a identifying mitochondrial-related pathways underlying its toxicity.

**Fig. 3:**
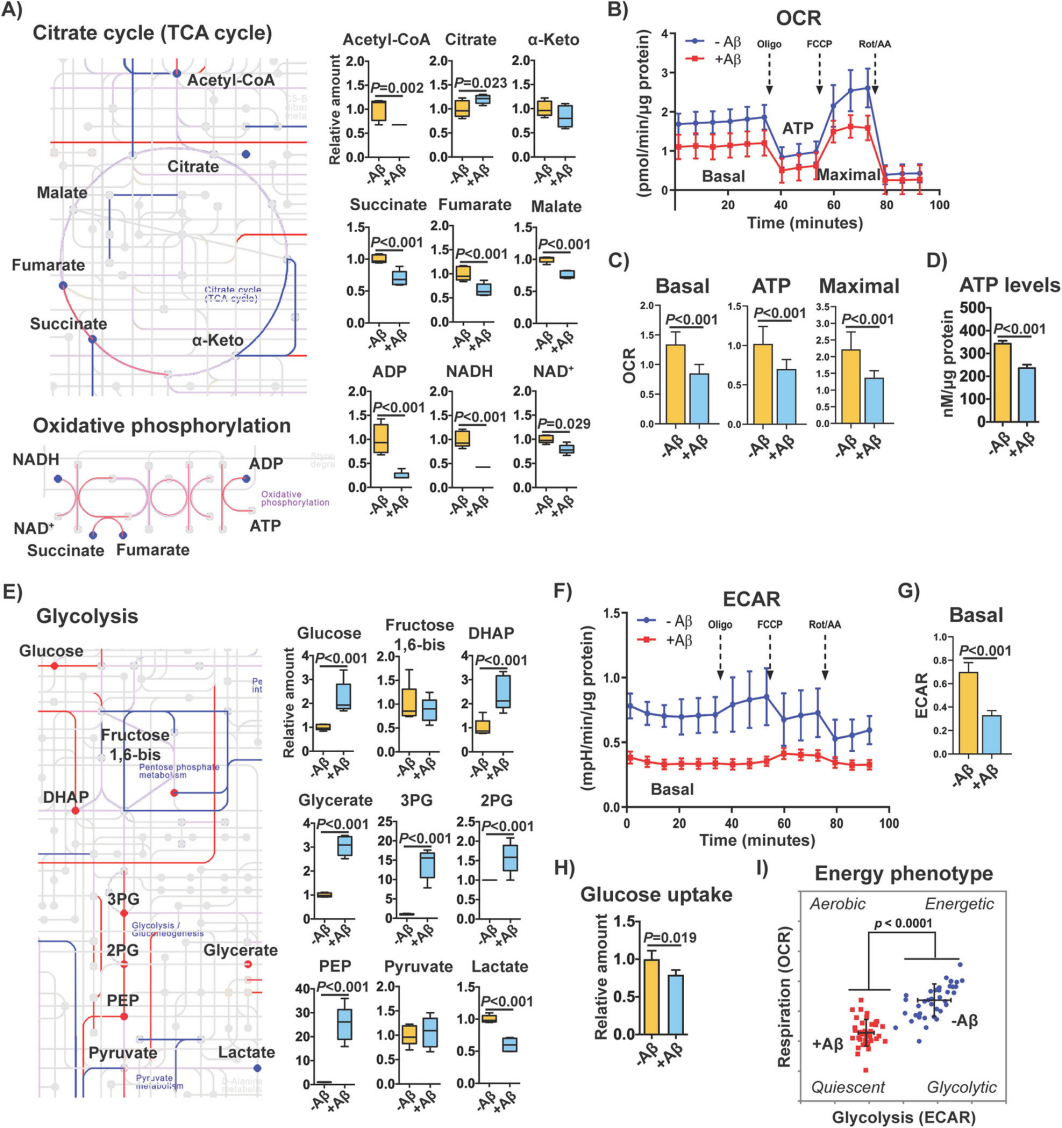
Effects of intracellular Aβ on central carbohydrate metabolism. **a** Extracts from the biochemical chart in Fig. S1 depicting the TCA cycle and oxidative phosphorylation biochemical pathways. Upregulated genes and proteins are shown in red lines, and downregulated genes and proteins in blue lines. The color is purple when genes and proteins did not show the same direction of change. Upregulated and downregulated metabolites are indicated in red and blue circles, respectively. DE cutoff for the three parameters was FDR < 0.05 and absolute logFC > 0.5. Graphs with levels of the different metabolites measured are also shown (*n* = 5/group). The metabolites citrate, malate and NAD^+^ had an absolute logFC < 0.5 but are also represented. **b** Mitochondrial oxygen consumption rates (OCR) in non-induced (-Aβ) and induced (+Aβ) MC65 nerve cells after 2 days. **c** The graphs for respective basal respiration, ATP production and maximal respiration are indicated. Unpaired two-tailed *t*-test (*n* = 40/group). **d** Total ATP levels in non-induced (-Aβ) and induced (+Aβ) MC65 nerve cells. Unpaired two-tailed *t*-test (*n* = 3/group). **e** Extract from Fig. S1 depicting the glycolysis biochemical pathway, with respective changes in genes, proteins and metabolites. DE cutoff for the three parameters was FDR < 0.05 and absolute logFC > 0.5. Graphs with levels of the glycolytic metabolites measured are shown (*n* = 5/group). **f** Extracellular acidification rate (ECAR) in MC65 nerve cells after 2 days of Aβ induction. **g** Basal ECAR. Unpaired two-tailed *t*-test (*n* = 40/group). **h** Glucose uptake at day 2 after Aβ induction. Unpaired two-tailed *t*-test (*n* = 4/group). **i** Cellular energy phenotype, determined by plotting the basal levels of OCR versus ECAR. Aerobic: cells rely predominantly in mitochondrial respiration. Glycolytic: cells utilize predominantly glycolysis. Energetic: cells utilize both metabolic pathways. Quiescent: cells are not very energetic via either metabolic pathway. All data are mean ± SD.

In contrast to decreased levels of TCA metabolites, the levels of multiple glycolytic intermediates were elevated, including glucose, dihydroxyacetone phosphate, glycerate, 3-phosphoglycerate, 2-phosphoglycerate, and phosphoenolpyruvate (Fig. 3e). Assessment of the extracellular acidification rate (ECAR), an indirect measure of extracellular lactate produced by glycolysis, showed low levels of basal ECAR (Fig. 3f, g), in accordance with the reduced levels of intracellular lactate (Fig. 3e). Decreases in glucose uptake (Fig. 3h) were also detected, suggesting that the increase in the levels of glycolytic intermediates may be a consequence of impaired conversion of pyruvate into both acetyl-CoA in the mitochondria and lactate in the cytosol. Along with the deficits in mitochondrial respiration, the decrease in glucose uptake and glycolytic flux due to Aβ toxicity are indicative of a hypometabolic state (Fig. 3i).

Altogether, these data demonstrate that Aβ causes a severe metabolic reprogramming associated with mitochondrial dysfunction, a well-known consequence of oxytosis/ferroptosis^15^.

### Aβ toxicity induces the main hallmarks of oxytosis/ferroptosis in nerve cells

In order to further examine the role of oxytosis/ferroptosis in Aβ-induced proteotoxicity, as suggested by the pathway analysis (Fig. 2a), we analyzed the main features of this cell death program at day 2 after induction of Aβ in MC65 nerve cells. At the molecular level, oxytosis/ferroptosis can be triggered by glutamate that inhibits cystine uptake via system x_c_^-^ and subsequently depletes intracellular GSH^15,18,20^ (Fig. 4a). This leads to inhibition of the GSH-dependent enzyme GSH peroxidase 4 (GPX4) and activation of lipoxygenases (LOXs)^21^. GPX4 can also be directly inhibited by RSL3. In both cases, ROS and lipid hydroperoxides are generated, which potentiate intracellular calcium influx through store-operated calcium channels and cell death (Fig. 4a)^15,18,20^.

**Fig. 4:**
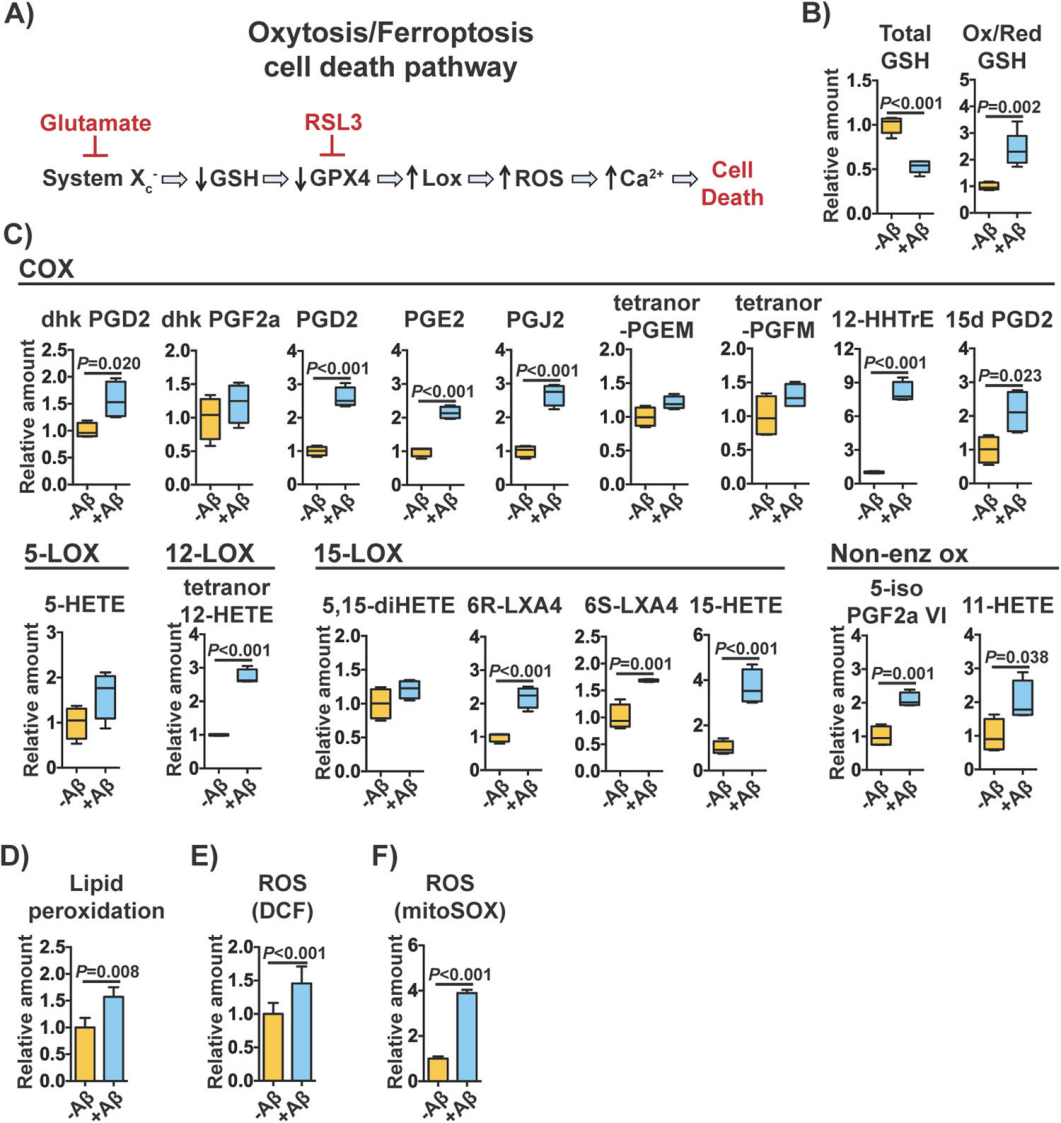
Main features of oxytosis/ferroptosis in MC65 nerve cells exposed to Aβ toxicity. **a** Diagram illustrating the molecular cascade characteristic of the oxytosis/ferroptosis cell death program. **b** Levels of total and oxidized/reduced GSH in MC65 nerve cells after 2 days of Aβ induction (*n* = 5/group). **c** Levels of eicosanoids derived from enzymatic (COX, 5-LOX, 12-LOX, 15-LOX) and non-enzymatic oxidation of AA measured at day 2. 13,14-dihydro-15-keto-prostaglandin D_2_ (dhk PGD2); 13,14-dihydro-15-keto-prostaglandin F_2_ alpha (dhk PGF2a); prostaglandin D_2_ (PGD2); prostaglandin E_2_ (PGE2); prostaglandin J_2_ (PGJ2); tetranor-prostaglandin EM (tetranor-PGEM); tetranor-prostaglandin EM (tetranor-PGFM); 12-hydroxyheptadecatrenoic acid (12-HHTrE); 15-deoxy-delta 12,14-prostaglandins D^2^ (15d PGD2); (5-HETE); tetranor-12-hydroxyeicosatetraenoic acid (tetranor 12-HETE); 5,15-dihydroxyeicosatetraenoic acid (5,15-diHETE); 6R-lipoxin A_4_ (6R-LXA4); 6S-lipoxin A_4_ (6S-LXA4); 15-hydroxyeicosatetraenoic acid (15-HETE); prostaglandin F_2_ alpha VI (5-iso PGF2aVI); 11-hydroxyeicosatetraenoic acid (11-HETE). Unpaired two-tailed *t*-test (*n* = 4/group). **d** Global lipid peroxidation at day 2. Unpaired two-tailed *t*-test (*n* = 3–4/group). **e** Whole cell ROS production at day 2. Unpaired two-tailed *t*-test (*n* = 11/group). **f** Mitochondrial superoxide production day 2. Unpaired two-tailed *t*-test (*n* = 3/group). All data are mean ± SD.

We first observed that the levels of GSH were indeed reduced in MC65 nerve cells with Aβ and that the ratio of oxidized/reduced GSH was increased (Fig. 4b), indicative of oxidative stress. We next measured the levels of several oxidized species of arachidonic acid (AA), a major fatty acid constituent of cell membrane phospholipids targeted by lipid peroxidation. Both non-enzymatically and enzymatically (COX, 5-LOX, 12-LOX and 15-LOX) oxidized species of AA were significantly elevated in the presence of Aβ (Fig. 4c). The total level of intracellular lipid peroxides was also increased, as detected by flow cytometry with the probe bodipy 581/591 C11 (Fig. 4d). Finally, we assessed the levels of ROS. A significant increase in ROS production was detected with dichlorofluorescein (DCF) (Fig. 4e) and with mitoSOX (Fig. 4f), a probe that is specific for ROS generated in the mitochondria. These data show that Aβ induces the major hallmarks of the oxytosis/ferroptosis pathway in MC65 nerve cells prior to cell death.

### Oxytosis/ferroptosis is the cell death program underlying intracellular Aβ toxicity

To investigate whether activation of oxytosis/ferroptosis in MC65 nerve cells upon Aβ induction plays a role in cell death, we tested the effects of multiple, well-described modulators of oxytosis/ferroptosis in our model. By day 2, MC65 nerve cells that produce toxic Aβ were significantly more sensitive than non-induced cells to the oxytosis/ferroptosis inducers glutamate (Fig. 5a) and RSL3 (Fig. 5b). On the other hand, two AD drug candidates CMS121 and J147^22^ that were developed on the basis of inhibiting oxytosis/ferroptosis, also prevented Aβ-mediated cell death, as assessed at day 3 (Fig. 5c). Likewise, inhibition with the anti-oxytotic/ferroptotic compounds liproxstatin and ferrostatin, as well as the iron-chelators deferiprone and deferoxamine, also prevented cell death caused by Aβ (Fig. 5c). In addition, reducing lipid peroxidation with the pan-LOX inhibitor nordihydroguaiaretic acid (NDGA) and preventing intracellular influx of calcium with the guanylate cyclase inhibitor LY83583 or the calcium channel antagonist cobalt chloride (CoCl_2_), all protected MC65 nerve cells from Aβ toxicity (Fig. 5c). We confirmed that, as expected, these inhibitors were protective against glutamate and RSL3 in HT22 nerve cells as well (Fig. 5d, e). In summary, together, our data identify and confirm that oxytosis/ferroptosis is the molecular mechanism responsible for the cell death induced by intracellular Aβ in MC65 nerve cells.

**Fig. 5:**
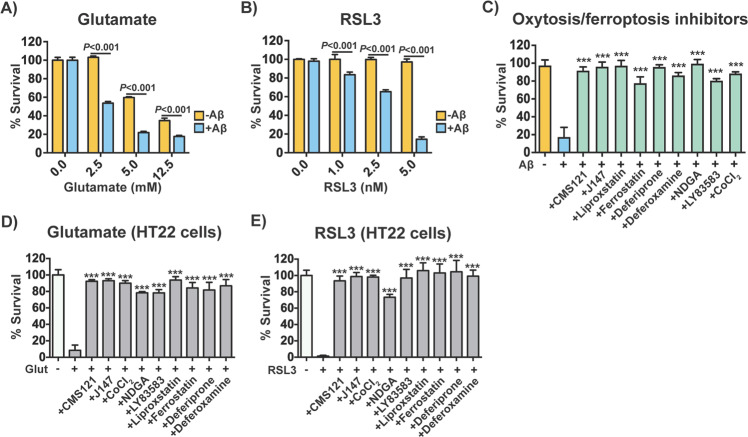
Induction and inhibition of oxytosis/ferroptosis in MC65 nerve cells. Susceptibility of non-induced and induced MC65 nerve cells to (**a**) glutamate and (**b**) RSL3 assessed at day 2 after induction of Aβ. Two-way repeated measures ANOVA and Tukey post hoc corrected *t*-test (*n* = 3/group). **c** Effects of oxytosis/ferroptosis inhibitors in non-induced and induced MC65 nerve cells on day 3. The inhibitors tested included: CMS121 (1 μM), J147 (1 μM), liproxstatin (10 μM), ferrostatin (10 μM), deferiprone (75 μM), deferoxamine (20 μM), NDGA (0.5 μM), LY83583 (1 μM), and CoCl_2_ (25 μM). Two-way repeated measures ANOVA and Tukey post hoc corrected *t*-test (*n* = 6/group). Effects of oxytosis/ferroptosis inhibitors in HT22 nerve cells exposed to (**d**) glutamate (10 mM) and (**e**) RSL3 (100 nM). The oxytosis/ferroptosis inhibitors included: CMS121 (1 μM), J147 (1 μM), liproxstatin (5 μM), ferrostatin (5 μM), deferiprone (75 μM), deferoxamine (50 μM), NDGA (10 μM), LY83583 (0.5 μM), and CoCl_2_ (100 μM). Two-way repeated measures ANOVA and Tukey post hoc corrected *t*-test (*n* = 6/group). ***P < 0.001. All data are mean ± SD.

## Discussion

Intraneuronal Aβ is observed early in the development of AD, and some believe it to be the primary event in the disease process^2–6^. We report here that intracellular accumulation of Aβ causes nerve cell death via oxytosis/ferroptosis. To our knowledge, this is the first time that three different omic analyses have been combined to understand a biological disease phenotype. Pathway analysis of all the data identified oxytosis/ferroptosis as a key feature of Aβ in MC65 nerve cells, which was further confirmed mechanistically. Although oxytosis/ferroptosis has been reasonably well characterized in culture, much less clear is the role that it plays in human disease. This is because less attention has been paid to how the pathological changes underlying oxytosis/ferroptosis may build up gradually over the course of time and thus contribute to disease. However, there is evidence that the same features that define oxytosis/ferroptosis in culture can also be detected in the aging and dementia brain. The most prominent include decreases in the levels of GSH^23^, iron accumulation^24^, and increased lipid peroxidation^25^. While most AD drug discovery has been designed to target the extracellular Aβ plaques, none has succeeded in producing an effective treatment, and new therapeutic alternatives are urgently needed^1^. As such, understanding the oxytosis/ferroptosis pathway in the context of human disease cannot be overstated, for it will identify new drug targets.

In a number of publications, we have now demonstrated that several AD drug candidates developed on the basis of being anti-oxytotic/ferroptotic also protect in mouse models of AD and aging where little or no neurodegeneration occurs^22,26–28^. This suggests that the oxytosis/ferroptosis cell death pathway is important to aging and AD and that it is a process that manifests itself over a lengthy amount of time before the cells die, thereby offering a window for therapeutic intervention. Given that aging and a number of neurodegenerative diseases are associated with intracellular protein aggregation (such as AD, Parkinson’s disease and Huntington’s disease), our findings have broad implications for diseases where proteotoxicity is a central event.

Integration of the data from our transcriptomics, proteomics, and metabolomics analysis showed that oxytosis/ferroptosis induced by Aβ in MC65 nerve cells was strongly associated with pathways that are activated during inflammation and cancer. This is important because cancer cells are more susceptible to die via oxytosis/ferroptosis^16,17^. The metabolic reprogramming that leads to increased glycolysis and lipid biosynthesis is a defining feature of what is known as the Warburg effect, and is a hallmark of both cancer and inflammation^29^. That our KEGG pathway analysis identified cancer and inflammation as main features of Aβ toxicity, while in fact the cells were in a condition of hypometabolism, suggests that cells were attempting to activate pathways involved in adaptation to conditions of energetic insufficiency caused by Aβ. Similar to cancer cells, these metabolic changes might predispose MC65 nerve cells to oxytosis/ferroptosis. In addition, we have previously shown that Aβ induces a strong pro-inflammatory response in MC65 nerve cells with cytokine release via, at least in part, the activation of the receptor for advanced glycation endproducts (RAGE)^8^. The cytokines further exacerbated the Aβ aggregation and toxicity. As such, damage-associated molecular patterns, which can be generated from dysfunctional mitochondria, may also contribute to Aβ-induced oxytosis/ferroptosis via RAGE binding and activation.

The role of mitochondria in oxytosis/ferroptosis has been investigated, and it is widely recognized that mitochondria are negatively affected by oxytosis/ferroptosis^18,30,31,15,20^. In our experiments, mitochondrial dysfunction in MC65 nerve cells mediated by Aβ was indicated by: (1) pathway analysis; (2) omics integration into the KEGG biochemical chart; (3) decreases in mitochondrial metabolites; (4) impaired mitochondrial bioenergetics; and (5) generation of mitochondrial ROS. These data are extremely important because mitochondrial dysfunction may be a critical event that bridges aging to AD and has therapeutic value^22,32^.

One of the mitochondrial metabolites that was significantly decreased was acetyl-CoA. Acetyl-CoA is a central metabolite linking glycolysis to the TCA cycle, lipid synthesis/oxidation, and metabolism of branched chain amino acids^33^. We have shown recently that acetyl-CoA levels were also decreased in HT22 nerve cells exposed to oxytosis/ferroptosis and in a mouse model of accelerated aging (SAMP8)^22^. Importantly, the two AD drug candidates CMS121 and J147 slowed the progression of aging in SAMP8 mice via a common mechanism that targeted acetyl-CoA metabolism and was associated with the maintenance of mitochondrial function with aging^22^. Therefore, the potential role of acetyl-CoA loss in oxytosis/ferroptosis warrants further investigation.

It is not clear why the levels of many amino acids and their related metabolites were lowered by Aβ toxicity. In cancer cells, an abundant supply of amino acids is required to sustain their proliferative drive via the biosynthesis of new proteins, lipids and regulation of redox homeostasis^34,35^. We did observe considerably more proteins (and gene transcripts) that were elevated by Aβ in MC65 nerve cells than those that were lowered. We also detected large increases in overall lipid species, which could be a consequence of the activation of cancer-related pathways^34,35^.

Although the mitochondria were critically affected by Aβ, our data show that oxytosis/ferroptosis may have broad functional consequences in MC65 nerve cells involving other organelles. Not only has Aβ been reported to accumulate in multiple compartments within neurons^3,4^, but oxytosis/ferroptosis causes the oxidation of lipids in the plasma membrane as well as other membrane bound organelles that eventually leads to cells’ demise^17^.

The activation of oxytosis/ferroptosis by Aβ may be happening by one or more different mechanisms. One possibility is through endoplasmic reticulum stress. Accumulation of intracellular Aβ can induce endoplasmic reticulum stress responses^13,36^, which can cause a decrease in GSH levels because GSH is required by the enzymes in the endoplasmic reticulum responsible for the folding and disulfide bond formation of newly synthesized proteins^37^. In MC65 cells, there is a large depletion of GSH following the expression of Aβ^38^, which our data confirmed. In addition, ROS within the endoplasmic reticulum is increased during conditions of stress caused by the elevated expression of misfolded proteins^39^. As such, when stressed, the endoplasmic reticulum significantly contributes both to oxidative stress and the depletion of reduced GSH^39^. Another possibility is through mitochondrial dysfunction, which can also contribute to the generation of ROS and decreases in GSH. Mitochondrial metabolism and ROS can be altered as a consequence of endoplasmic reticulum stress via Ca^2+^ signaling^40^, but also directly by intracellular Aβ, which can be imported into mitochondria and negatively impact their function^41^. Therefore, oxidative stress from the endoplasmic reticulum and/or mitochondria may contribute to oxytosis/ferroptosis in MC65 nerve cells. This increase in oxidative stress could be directly responsible for the activation of LOXs^42,43^ seen in the MC65 nerve cells as indicated by the generation of multiple LOX eicosanoids as well as increased global lipid peroxidation and neuroprotection with a pan-LOX inhibitor. Importantly, impaired LOX activity has been reported in post-mortem brains of AD patients as well as transgenic mouse models of AD^42,44^. It should also be noted that increases in tau phosphorylation have been identified in MC65 nerve cells upon induction of Aβ^11^. The contribution of tau phosphorylation to oxytosis/ferroptosis in our system as well as other models of tau pathology that lead to neuronal degeneration warrant further investigation.

In summary, our investigation identified and confirmed oxytosis/ferroptosis as the cell death program induced by the toxic intracellular accumulation of Aβ in MC65 nerve cells. Aβ accumulates within neurons in the brains of AD patients, and is likely an early pathological event that precedes plaque formation itself^2–6^. While in MC65 nerve cells this process is accelerated via the abrupt induction of intracellular Aβ aggregation, in humans the slow accumulation of Aβ inside neurons may induce a prolonged state of oxytosis/ferroptosis that disrupts neuronal basic functions and also contributes to additional toxic responses in the brain such as those from glia. Therefore, this manuscript has substantial implications for the understanding of basic AD pathology and for the development of future therapies that may be designed to target the oxytosis/ferroptosis pathway in the AD brain.

## Methods

All reagents were obtained from Sigma-Aldrich (St. Louis, MO, USA), unless otherwise stated.

### Intracellular amyloid toxicity in MC65 nerve cells

The MC65 nerve cells were obtained from Dr. L. W. Jin (UC Davis). The induction of intracellular amyloid toxicity in MC65 nerve cells was performed exactly as described^8^. MC65 nerve cells express the C99 fragment of the amyloid precursor protein (APP) under the control of a tetracycline-mediated promoter. Cells are grown in Dulbecco’s Modified Medium plus 10% fetal calf serum and 2 μg/ml tetracycline. The removal of tetracycline induces C99 synthesis and C99 is cleaved to Aβ. Usually, by day 3 cells in the absence of tetracycline are dead, while control, uninduced cells remain viable. Cell viability was determined by the 3-(4, 5-dimethylthiazolyl-2)-2,5- diphenyltetrazolium bromide (MTT) assay as previously described^45^. In all cases, cells in the dishes were examined microscopically before the addition of the MTT reagent to ensure that any positive results in the MTT assay are not an artifact due to interaction of the extracts with the assay chemistry. The data are presented as viability relative to controls plus tetracycline. Cells are routinely tested for mycoplasma and no contamination has been found.

### SDS-PAGE and immunoblotting

Western blots were carried out as described previously^27^. The primary antibodies used were: beta amyloid 6E10 (#803004, BioLegend); HRP-conjugated rabbit anti-actin (#5125, Cell Signaling Technology). Horseradish peroxidase-conjugated secondary goat anti-mouse (BioRad) antibody was used.

### Whole transcriptome analysis

RNA was isolated from MC65 nerve cells using the RNeasy Plus Universal mini kit (Qiagen). RNA-Seq libraries were prepared using the Illumina TruSeq Stranded mRNA Sample Prep Kit according to the manufacturers instructions. Briefly, poly-A RNA was selected using poly dT-beads. mRNA was then fragmented and reverse transcribed. cDNA was end- repaired, adenylated and ligated with Illumina adapters with indexes. Adapter-ligated cDNA was then amplified. Libraries were pooled and sequenced single-end 50 base-pair (bp) on the Illumina HiSeq 2500 platform.

RNA-Seq reads were mapped by STAR [v2.5.3a, ref: 10.1093/bioinformatics/bts635. pmid:23104886] to the hg19 reference genome with default parameters and flag “–outFilterIntronMotifs RemoveNoncanonical”. Homer [v4.9.1, ref: PMID: 20513432; http://homer.ucsd.edu/homer/] commands “makeTagDirectory” and “analyzeRepeats” were used to quantify gene expression by counting uniquely mapped reads across all exons of RefSeq genes. Mitochondrial gene reads were quantified using STAR with flag “–quantMode GeneCounts” to the 10X cell ranger hg19 v1.2.0 STAR index because they were not included in Homer annotation. Differential expression analysis was performed using DESeq2 [v1.21.22, https://genomebiology.biomedcentral.com/articles/10.1186/s13059-014-0550-8]. Genes with log fold-change (logFC) > 0.5 and false discovery rate (FDR) < 0.05 were identified as significantly changed.

### Proteomic analysis

#### Sample preparation for MS analysis

Cell pellets were resuspended in lysis buffer (10 mM Tris pH 8, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton, 1% Sodium Deoxycholate, 2.5 mM MgCl_2_, 50 units/ml Benzonase (Sigma) with protease and phosphatases Inhibitor tablets (Roche). After overnight incubation on a rotator at 4 °C, samples were centrifuged for 30 min at 17,000 × *g*. The protein in the supernatant was quantified with the Pierce BCA protein assay kit (Thermo Fisher). 100 μg of sample were precipitated with Methanol/Chloroform. The dried pellets were resuspended in 8 M urea, reduced with 5 mM TCEP for 20 min at 37 °C, and then alkylated with 10 mM Chloroiodoacetamide for 20 min at room temperature. The samples were diluted with 200 mM TEAB for a final urea concentration of 2 M. Trypsin was added (1:50 of enzyme to substrate) and incubated overnight on a 37 °C shaker. The digested peptides were labeled using a 10-plex TMT kit (Thermo Fisher, Lot#TI273434). Each biological replicate was labeled with a different tag. The remaining two TMT tags of the 10-plex were pooled from all the samples. The labeled peptides from each MS dataset were combined then fractionated to 8 fractions using the High pH Reversed-Phase Peptide Fractionation Kit (Thermo Fisher).

Normalized average spectrum counts for proteome data were log-transformed and tested by limma [v.3.34.9, https://academic.oup.com/nar/article/43/7/e47/2414268] to identify the significantly DE proteins induced by Aβ with consideration of batch information. A pseudo count of 5 was added to each value before log-transformation. Proteins with logFC > 0.5 and FDR < 0.05 were identified as significantly changed.

#### MS analysis

An Easy-1000 UPLC coupled to an Orbitrap Lumos Tribid (Thermo Fisher) was used for MS analysis. Samples were eluted on a column self-packed with BEH (Ethylene BridgedHybrid) (Waters 100 μm inner diameter × 1.7 μm × 20 mm) using a 1–30% gradient of solvent B for 160 min, 30–90% for 60 min, and 90% for 20 min at a 200 μL/minflow rate. Two blanks were run after each biological replicate to avoid carry-over effects. The Orbitrap Lumos was operated in data-dependent acquisition mode using the Multinotch MS3 method through the XCalibur software. Survey scan mass spectra were acquired in a positive ion mode in the 400–1500 m/zrange with the resolution set to 120,000 (fwhm) and AGC target of 4 × 10^5^ on the Orbitrap. The ten most intense ions per survey scan containing 2–7charges were selected for CID fragmentation, and the resulting fragments (MS2) were analyzed in the ion trap in the 400–120 m/z range. Dynamic exclusion was employed within 10 s to prevent repetitive selection of the same peptide. The ten most intense MS2 fragments were selected for HCD fragmentation (MS3), and the resulting fragments were detected in the Orbitrap in the 120–500 m/zrange with the resolution set to 15,000 (fwhm) and AGC target of 10^5^.

#### Data processing

Raw files were extracted into ms1, ms2, and ms3 files using Raw Converter 1.1.0.19 (http://fields.scripps.edu/rawconv/). For each MS dataset, data from each fraction were combined prior to database searching. The MS2 files were interpreted by Prolucid and results were filtered, sorted, and displayed using the DTA Select 2 program using a decoy database strategy filtering with a 10 ppm mass accuracy and the final protein false discovery rate was <1%^46,47^. Mass shifts of 229.1629 on lysine/N-terminus and 57.02146 on cysteine were searched as static modifications. Using the MS3 files, the TMT tags were quantitated with Census^48^. For each tag, the intensity of a given reporter ion was normalized by the sum of the total intensity of all reporter ions. The MS1 files were employed to analyze the “purity” of identified peptide to avoid contamination of the reporter ion quantitation by co-eluting peptides. A purity filter of 0.6 was employed. The raw files for the MS analysis were deposited at ftp://.

### Large-scale metabolome analysis

Metabolite measurement and analysis was conducted at Metabolon as previously described^27,49^. For statistical analyses and data display, any missing values were assumed to be below the limits of detection and imputed with the compound minimum (minimum value imputation).

### ATP measurements

ATP levels were measured by bioluminescence according to the manufacturer’s instructions (Molecular Probes, A22066).

### Glucose uptake

Uptake of glucose from media was determined by bioluminescence using the glucose uptake-glo^TM^ assay (Promega, J1341), following the manufacturer’s instructions.

### Seahorse XF analysis

Cellular oxygen consumption rate (OCR) and ECAR were assayed with a XF Cell Mito Stress Test (Agilent Technologies) using a Seahorse XFe96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA), according to the manufacture’s guidelines. Briefly, XF base DMEM medium was supplemented with 10 mM glucose, 1 mM pyruvate and 2 mM L-glutamine, at pH 7.4. Inhibitors were used at the following concentrations: 1.5 µM oligomycin, 2 µM FCCP, and 0.5 µM of a mixture of rotenone and antimycin A. Analyses were conducted using Wave software and XF Report Generators (Agilent Technologies). The sensor cartridge for XFe analyzer was hydrated at 37 °C 1 day before the experiment. OCR and ECAR data were normalized for total protein/well. Each condition was analyzed in 8–40 wells.

For MC65 nerve cells, non-induced and induced cells after 2 days were resuspended in Seahorse XF DMEM assay medium and plated at 40,000 cells/well in Agilent Seahorse XFe96 microplates. The microplates were centrifuged at 200 *g* for 5 min at room temperature and incubated for 1 h at 37 °C prior to the XF Cell Mito Stress Test.

### Eicosanoid analysis

All solvents were of chromatography purity. Eicosanoids used for primary standards in standard curves as well as their deuterated analogs were from Cayman Chemicals and Biomol (Enzo Life Science, Farmingdale, NY, USA). For extraction, 900 μL of conditioned culture media from MC65 cells were supplemented with a cocktail consisting of 26 deuterated internal standards. Samples were then purified by solid phase extraction on Strata-X columns (Phenomenex, Torrance, CA, USA) following the activation procedure provided by the distributor. Samples were eluted with 1 mL of 100% methanol, the eluent was dried under vacuum and dissolved in 50 μL of buffer A consisting of 60/40/0.02 water/acetonitrile/acetic acid = 60/40/0.02 (v/v/v) and immediately used for analysis.

### Lipid peroxidation measurements

Bodipy 581/591 C11 was used to quantify total lipid peroxidation in MC65 nerve cells by flow cytometry. Briefly, non-induced and induced cells at day 2 were incubated with 1 μM bodipy 581/591 C11 for 30 min, gently scraped and lipid peroxidation was measured by the loss of fluorescence (λ excitation = 530 nm, λ emission = 590 nm). 1 μg/ml DAPI was included to gate out any damaged cells.

### ROS measurements

For ROS detection, MC65 nerve cells were grown and induced in 24 well plates for 2 days. Whole cell ROS and mitochondrial superoxide ROS were detected with 10 μM CM-H2DCFDA (Molecular Probes, C6827) and 5 μM MitoSox (Molecular Probes, M36008), respectively. Experiments were performed according to the manufacturer’s instructions and fluorescent measurements were read on a Spectramax M5 plate reader (Molecular Devices).

### Bioinformatics and statistics

Pathway analysis was performed using R package “WebGestaltR” [v0.3.1, https://academic.oup.com/nar/article/47/W1/W199/5494758] using GSEA method. The total list of genes/proteins were ranked by their (−log10 *p* value) × (sign of direction of change). Pathways with FDR < 0.1 were identified as significantly changed.

KEGG Mapper [https://www.kegg.jp/kegg/tool/map_pathway3.html] was used to visualize the integrated transcriptomic, metabolomics, and proteomic data. The logFC of the DE metabolites were shown in circles with color gradient representing the degree of change (red = up-regulated, blue = down-regulated). To integrate the transcriptomic and proteomic data, only the directions of change were considered. Red lines indicated up-regulation whereas blue lines indicated down-regulation for both transcriptomic and proteomic data. Purple lines indicated non-consistent directions of change between transcriptomic and proteomic data.

Principle Component Analysis (PCA) was performed by R function “prcomp” on the Metabolon normalized imputed values for metabolome, combat (from R package “sva” v3.26.0, https://bioconductor.org/packages/release/bioc/html/sva.html) batch corrected log-transformed normalized average spectrum values for proteome, and log-transformed FPKM values for transcriptome. Values were centered at zero for PCA and an ellipse were drawn to indicate the 95% confidence interval assuming a student distribution of the PCs. The top 500 most variable genes and proteins and total metabolites were used for PCA.

Association with subcellular compartments were tested using 1000 bootstrap. For each dataset, a same number of DE candidates were randomly drawn from reference total and the ratio of overlap with each subcellular compartments were calculated. A random seed of 10 was used for gene data and a random seed of 100 was used for protein data. Similar approach was used to calculate the significance of overlap ratio between Ferroptosis genes/proteins and subcellular compartments. A random seed of 12,345 was used for Ferroptosis gene data and a random seed of 42 was used for Ferroptosis protein data.

All statistics and figures were generated using R [R Core Team (2013). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL http://www.R-project.org/] and R package “ggplot2” (https://cran.r-project.org/web/packages/ggplot2/index.html) unless mentioned specifically. Heatmaps were generated using R package “gplots” (https://cran.r-project.org/web/packages/gplots/index.html) on the row-wise *z*-scaled values used for PCA. Venn diagram was generated using R package “Venn Diagram” (https://cran.r-project.org/web/packages/VennDiagram/index.html).

RNA-Seq raw data were deposited at Gene Expression Omnibus with accession number GSE144194.

Where appropriate, experiments were performed at least three independent times. GraphPad Prism 8 was used for statistical analysis and exact *P* values are indicated (for *P* < 0.050).

## Supplementary information

TableS1

TableS2

TableS3

Figure S1

How the deposited data were processed for this re-analysis (not part of the article)

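RNA was measured in 20 libraries of MC65 nerve cells in 4 groups of 5 libraries: -Aβ (2 µg/ml tetracycline), +Aβ (no tetracycline), and both with 1 µM CMS121, a drug candidate against Alzheimer's disease that the paper tests in other assays. The paper reports on the first pair of groups. Groups and replicates were taken from the sample labels, and comparisons with CMS121 are described only in the closing section, while its libraries enter the passages only where a fit of all 20 libraries is named.

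The authors deposited counts of reads per gene, not normalized, with gene positions and exon lengths on hg19. According to the paper's methods they aligned 50-base reads with STAR 2.5.3a, counted uniquely aligned reads over the exons of RefSeq genes with HOMER 4.9.1, took the mtDNA-encoded genes from STAR's own counts with the Cell Ranger index 1.2.0, and tested the counts with DESeq2 1.21.22. The submitters' processing notes name FastQC 0.11.2, STAR 2.5.3a, Cell Ranger and HOMER. Reads that align to several places are left out of such counts, so genes with near-identical copies are counted low, and the mtDNA-encoded genes were counted by another program than the rest, which could shift their level against other genes but not between groups. The table names 27152 genes, of which 5792 had no count in any of the 20 libraries. Every per-sample column of the table was used. The 20 totals lie between 7044483 and 11587922 counts, so that a gene at 1 CPM had about 7 to 12 counts per library, and differences of such genes are less precise than those of abundant genes.

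Counts were tested with edgeR 4.0.16 (quasi-likelihood test with robust dispersions, TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15) in R 4.3.3. The comparison of +Aβ with -Aβ used the 10 libraries of these groups and 13544 genes. The comparisons with CMS121 and the interaction, which tests whether the Aβ effect differs with CMS121, used all 20 libraries and 13835 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 0.5, and for the interaction at the adjusted p alone. CPM are counts scaled to library size after TMM. On simulated counts with the means, spread and totals of these libraries, 200 of 13544 genes were changed in +Aβ; 96% of those changed by 0.75 and 100% of those changed by 1.5 on the log2 scale were recovered, with 3 calls among the unchanged genes. For the comparison of CMS121 without Aβ, over 13835 genes, the shares were 89% and 100%.

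Gene lists numbered 31, covering ferroptosis, oxidative phosphorylation (nuclear and mtDNA-encoded), the TCA cycle, glycolysis, the proteasome, protein folding in the endoplasmic reticulum, ATF4, mitophagy, cytokines and NF-kB, interferon, immediate early genes, ERK output, NRF2, glutathione, lipid peroxidation, cholesterol, fatty acids, amino acids and nucleotides, p53, heat shock, hypoxia, BMP and SMAD, the cell cycle, calcium channels, APP processing, neuronal genes, fibroblasts, leukocytes, glia and the mitochondrial part of ferroptosis. They were written from knowledge of the pathways, the ferroptosis list after the KEGG pathway. The 28 lists with at least 5 tested members were tested with camera of limma 3.58.1 (preset correlation 0.01), adjusted over the lists. A member counts as higher or lower at an adjusted p under 0.05 with no fold limit. Of the 18 lists past camera in +Aβ against -Aβ, those that also passed with an estimated correlation were ferroptosis, glycolysis, ATF4, cytokines and NF-kB, immediate early genes, ERK output, NRF2, lipid peroxidation, amino acids and nucleotides, p53, heat shock and hypoxia. Compartments were tested with Fisher's exact test on families of gene symbols. Principal components were computed on log2(FPKM + 1), centred and not scaled. The paper's methods name log-transformed and centred FPKM of the 500 most variable genes, and the figure legend speaks of the most expressed genes; the base of the logarithm and the 1 added to FPKM were chosen here.

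The lists, families and thresholds were set before the data were examined, as were the tests apart from those that the text says were chosen after. The following rule was written before the counts were examined. By then, however, 1998 rows of the paper's own supplementary fold changes for +Aβ against -Aβ had been read. These rows come from the same 10 libraries and hold 317 genes past the thresholds. Whether the lists and families were written before that reading is not recorded, so their tests may not be independent of these data. Named genes were drawn from the 12 largest rises and the 12 largest falls among called genes with a mean of at least 1 CPM whose 5 libraries of one group all lie on one side of the 5 of the other (289 genes met this), the genes the paper names, the ferroptosis list, and in each list the 4 members with the smallest p. For each comparison with CMS121 and the interaction they were drawn from the 6 largest rises and 6 largest falls. Genes outside this rule are said to be named after their values were seen. Some genes that meet the rule are not reported here.

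Alternatives were another normalization (RLE), no filter or a filter of 10 counts in every library, DESeq2 1.42.0, a test against the fold limit (glmTreat), all 20 libraries in the fit, a fit without mtDNA-encoded genes, the replicate number as a block, other set tests (fry, fgsea 1.28.0 and an estimated correlation), other gene choices in the principal components, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No pair of libraries differed by as little as sampling noise, and each was counted as 1 replicate. The proteome, the metabolome and the KEGG and Human Protein Atlas collections were not analysed here.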

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

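The tests of APP and of the share of mtDNA-encoded counts, the test of depth by counts of genes, and the simulations of 1 common factor and of the same Aβ change, were chosen after the results were seen, as were the fits without a pair of +Aβ libraries with CMS121 and the tests of complexity and of a single library.

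The libraries with CMS121 are not reported in the paper. With CMS121 in both groups, 175 genes differed between +Aβ and -Aβ (74 higher, 101 lower; edgeR, adjusted p under 0.05 and log2 fold change beyond 0.5), against 389 (255 higher, 134 lower) without CMS121 in the same fit of 20 libraries. In cells with Aβ, 27 genes were higher and 225 lower with CMS121. The interaction of Aβ and CMS121 passed an adjusted p under 0.05 for 716 genes (246 above 0 and 470 below). Of 100 splits of the libraries, no other split reached the real count for Aβ without CMS121 over its 10 libraries (376, highest other 9), for Aβ with CMS121 (175, highest other 31) or for CMS121 with Aβ (highest other 21). The real split thus stood alone at 1 of 100, the smallest share that 100 splits allow. A chance parting of these libraries is unlikely but not excluded, and splits cannot exclude a difference between cultures. For the interaction 3 of 100 splits reached 716, the real one included, and the highest other gave 802. These 3 part the +Aβ libraries from the +Aβ libraries with CMS121 as the labels do, while the 97 others gave at most 4 calls, so that the count rests mainly on the difference between these groups.

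The Aβ response with CMS121, with fewer genes called than without it, was weighed first: over the 389 genes called without CMS121 the slope of the Aβ effects with CMS121 on those without was 0.361, with 97.2% of them smaller with CMS121. Choosing genes on the effect without CMS121 by itself lowers the slope and raises the share of genes with a smaller effect. In 20 simulated data sets with the same Aβ change the slopes were 0.824 to 0.860, with 68.4% to 73.8% smaller. These sets were drawn from the fitted changes, noise included, and called 565 to 628 genes without CMS121, so that both shifts are lower bounds. Over the 175 genes called with CMS121 the slope was 0.669, with 46 of them smaller and a median ratio of the effects of 1.03. The direction was the same with and without CMS121 for 312 of the 389 genes and 136 of the 175. Only 56 genes were called in the same direction in both. A difference in depth is argued against, since with all 20 libraries thinned to 7044483 counts 348 genes were called without CMS121 and 139 with it. A mixture of responding and non-responding cells would scale every change by 1 factor. Of the interaction genes, 23.0% had an Aβ effect with CMS121 past the adjusted p in the direction of the interaction. In 20 simulated data sets with 1 factor (the slope of 0.361), at most 1.14% did. These sets gave 284 to 371 interaction genes against 716 here. Their noise was drawn separately for each gene and library, so they lack differences shared by whole libraries or cultures. The values argue against a mixture as the whole cause only if such differences are small, which was not tested. Less expression of the C99 transgene with CMS121 may contribute and stays open, since the interaction of APP had a log2 fold change of −0.13 (standard error 0.055, adjusted p = 0.187), while APP was lower with CMS121 in cells with Aβ (log2 fold change −0.17, adjusted p = 0.00273), and counts of APP do not part C99 from the cell's own transcript; an effect of CMS121 on the cells is the biological explanation the design names and remains a hypothesis.

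The share of counts from mtDNA-encoded genes was weighed second. It was 7.23% ± 1.40 (SD, n = 5) in +Aβ with CMS121, from 5.34% to 9.20%, against 5.70% in +Aβ and 5.53% ± 0.473 (SD, n = 5) in -Aβ with CMS121 (exact two-sided permutation tests, p = 0.0556 and 0.0317, both 0.111 adjusted over 4 comparisons). A single extreme library is argued against as the whole cause, since without the highest one 3 of the 4 others lay above the highest of the 15 libraries of the other groups (6.17%), and an exact permutation test of these 4 (mean 6.73%) against the 15 gave p = 0.00490, though against +Aβ alone p was 0.103. Lower complexity of these libraries cannot be told apart and stays open beside an effect of CMS121 in cells with Aβ, since at equal totals the median number of genes with 10 counts was 13025 in this group and the ranges of the groups overlapped (12982 to 13052 here, 13010 to 13129 over the others). Without the libraries with the lowest and the highest share, chosen after seeing the data, Aβ with CMS121 gave 155 genes, CMS121 with Aβ 254 and the interaction 686.

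The small rises of the oxidative phosphorylation and proteasome lists in +Aβ were weighed last. Exon length, GC content and expression level could account for the first, since its median log2 fold change was at the 27.2th percentile of 10000 lists matched on these (0.07 against a matched median of 0.08, for the 61 of 76 members with a GC value). For the proteasome they are argued against as the whole cause, since its median of 0.16 was above all matched lists (percentile 100, highest matched median 0.13). Matched lists do not carry the correlation between proteasome genes, with which the set did not pass (adjusted p = 0.0718 with an estimated correlation), and an effect of Aβ on these genes remains a hypothesis.

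Within groups of 5, the mean log2 CPM of a list in 1 library lay far from the other libraries in 10 of 124 groups tested, and about 1 in 20 is found by chance. None of 24 groups tested on other measures, such as the total of counts, had such a library. The library was the lowest of its group for the mtDNA-encoded genes in -Aβ replicate 2 (10.8), glycolysis in -Aβ replicate 1 (6.42), ERK output in -Aβ with CMS121 replicate 4 (3.01), NRF2 targets in +Aβ replicate 3 (5.94), lipid peroxidation in -Aβ replicate 1 (3.97), cholesterol synthesis in +Aβ replicate 2 (7.16), amino acid and nucleotide metabolism in -Aβ replicate 2 (6.84), fibroblast genes in -Aβ replicate 1 (6.65) and leukocyte genes in +Aβ with CMS121 replicate 1 (3.21), and the highest for calcium channels in -Aβ with CMS121 replicate 4 (4.64).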

How the results depend on the processing

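The comparison of principal components over genes of at least 200 exon bases and the fits without a pair of +Aβ libraries with CMS121 were added as tests after the data were seen. Of results with alternatives, 3621 fits of named genes and 3418 of lists kept their direction and their side of the threshold, against 14 and 80 that newly passed, 91 and 80 that no longer passed and 20 and 57 that turned direction; of counts of genes, 142 stayed within 1.5 times the main count and 3 moved. The cause was not tested. Adjusted p-values are of camera of limma unless another test is named, and of edgeR for +Aβ against -Aβ unless another comparison is named. The count of 376 genes moved to 96 with a test against the fold limit; that of 0 for CMS121 without Aβ (1298 genes at an unadjusted p under 0.05) was 1 in DESeq2 and 1 with only the 10 libraries compared. With an estimated correlation the adjusted p was 0.619 for oxidative phosphorylation, 0.0718 for the proteasome, 0.435 for protein folding in the endoplasmic reticulum and 0.163 for mitophagy. In fry it was 0.131 for oxidative phosphorylation and, for CMS121 with Aβ, 0.874 for APP processing. In fgsea it was 0.0752 for protein folding, 0.954 for fatty acids and 0.751 for APP processing; for APP processing 0.981 in Aβ with CMS121 and 0.698 in CMS121 with Aβ; for CMS121 without Aβ 0.652 for heat shock and 0.940 for fibroblast genes; and 0.894 for fatty acids in the interaction. With no filter it was 0.962 in Aβ with CMS121 for ferroptosis, lipid peroxidation and neuronal genes, and 0.938 for calcium channels in the interaction. With the replicate number as a block it was 0.0544 for protein folding and 0.0630 for mitophagy, and the log2 fold changes of AGER and S100B turned to −0.0092 and −0.0064; the count of genes was 371 and that of the interaction 610. The numbers do not pair the libraries: correlations of same-numbered -Aβ and +Aβ libraries lay between −0.036 and 0.042, and 1 of 5 correlated best with its own number. Mitochondrial families had an adjusted p of 0.838 in Fisher's exact test with genes past the adjusted p alone. PC1 held 14.2% with log2(FPKM + 0.1). The slope of the Aβ effects was 0.669 over genes called with CMS121 and 0.333 (without replicate 4) to 0.374 (without replicate 3) leaving out each replicate number. Leaving out each library gave 336 to 413 genes for +Aβ against -Aβ, 142 to 204 for Aβ with CMS121, 226 to 278 for CMS121 with Aβ, 558 to 839 for the interaction and 0 in each fit for CMS121 without Aβ. Leaving out each library moved the adjusted p of lists, for +Aβ against -Aβ, between 3.32e-05 and 0.0817 for oxidative phosphorylation, 0.580 and 0.999 for the TCA cycle, 0.0165 and 0.121 for protein folding and 0.0264 and 0.0878 for mitophagy. For Aβ with CMS121 it lay between 0.0463 and 0.978 for oxidative phosphorylation, 0.497 and 0.983 for glycolysis, 0.678 and 0.972 for fatty acids, 0.623 and 0.993 for BMP targets, 0.666 and 0.971 for the cell cycle, 0.417 and 0.919 for APP processing and 0.678 and 0.993 for neuronal genes. For CMS121 without Aβ it lay between 0.403 and 0.957 for mtDNA-encoded genes, 0.0544 and 0.865 for protein folding, 0.504 and 0.937 for ATF4, 0.323 and 0.954 for cytokines, 0.464 and 0.903 for NRF2, 0.356 and 0.862 for heat shock, 0.505 and 0.894 for neuronal genes and 0.00893 and 0.936 for fibroblast genes. For CMS121 with Aβ it lay between 0.603 and 0.998 for APP processing, and in the interaction between 0.0711 and 0.906 for protein folding, 0.454 and 0.983 for fatty acids and 0.543 and 0.873 for calcium channels. The same fits moved the log2 fold change, for +Aβ against -Aβ, between −0.0579 and 0.101 for AGER, −0.0331 and 0.0148 for GSS, −0.190 and 0.0075 for MAP1LC3A, −0.124 and 0.120 for PTGS1, −0.0494 and 0.0818 for S100B, −0.0600 and 0.0130 for SAT2 and −0.0146 and 0.0744 for SLC39A8. At 7044483 to 11587922 counts per library, genes under 1 CPM rest on few reads.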

Differences from the paper's values

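The test with short genes left out was chosen after the values were seen. For the share of variance on the first principal component of the transcriptome, the paper's value is about 45% in Fig. 1d, read by eye, and the value here is 19.8%. Of the alternatives set before the data were examined, the value comes within 1.5 times of the paper's over the 500 genes with the highest mean (55.0%) and with a mean of at least 1 CPM (57.7%), and also, while staying below it, on log2 CPM (31.8%) and with the replicate number removed as a block (34.1%). It does not over the 2000 most variable genes (22.7%), with 0.1 added to FPKM (14.2%) or with any 1 library left out (20.7% to 21.7%). Leaving out genes under 200 exon bases, which was chosen after seeing the values, gives 49.8%.

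For differentially expressed genes of the ferroptosis pathway, the paper's value in its text is 40, and 4 genes of the ferroptosis list passed the paper's thresholds here (HMOX1, SLC7A11, GCLM and CP). None of the alternatives set before the data were examined closes the gap: the count was 1 with a test against the fold limit and 4 under the others. Without a limit on the fold change 12 passed the adjusted p in edgeR and 12 in DESeq2. The list holds 41 genes, and 41 had a read in the 10 libraries. In the part of the paper's supplementary fold changes read here, all 1994 genes tested here lay within 1 standard error of this fit. Of its 317 genes past the thresholds, 316 were called here. For these genes a difference in the fit is argued against as the source of the gap. How the paper came to 40 was not tested.

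The paper states that changed genes prefer the Golgi and the plasma membrane. Families of gene symbols stand in here for the Human Protein Atlas and cover part of each compartment. None of 200 Golgi genes changed beyond the fold limit in edgeR (adjusted p = 0.00979 from Fisher's exact test), while 35 of 390 plasma membrane genes did (adjusted p = 3.61e-09). Of the Golgi genes, 19 passed the adjusted p alone and 43 an unadjusted p under 0.05, with 0 changed in DESeq2.

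The paper states that the changed ferroptosis genes and proteins belong mostly to mitochondria, by locations of the Human Protein Atlas. A few list members chosen here as mitochondrial, which may not be all of them, stand in for these locations, and proteins were not analysed here. Of the 4 genes called here, none is among the members taken as mitochondrial, of which 4 were tested and none passed in edgeR (1 at an unadjusted p under 0.05, 0 past the adjusted p in DESeq2). The paper's larger set of genes and its measure were not rebuilt, so that its statement was not tested.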

Other observations

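The test of APP and the tests of genes that moved in opposite directions were chosen after the results were seen.

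In cells with Aβ, several lists were lower with CMS121. This comparison shares the 5 +Aβ libraries with that of +Aβ and -Aβ, so that noise in these libraries alone gives effects of opposite direction. Of 36 genes of ATF4 and the integrated stress response, 31 were lower with CMS121 and none higher (35 and none adjusted over the list alone, camera of limma, adjusted p = 4.16e-89, and 3.54e-06 with an estimated correlation). Of 31 genes of cytokines and NF-kB targets 19 were lower and none higher (22 over the list alone, adjusted p = 3.63e-36, and 4.05e-05 with an estimated correlation). Of 30 immediate early genes it was 24 and none (26 over the list alone, adjusted p = 5.83e-49, and 5.39e-05 with an estimated correlation). Of 22 genes of ERK output it was 17 and 1 (18 and 2 over the list alone, adjusted p = 2.02e-34, and 3.54e-06 with an estimated correlation). Of 29 NRF2 targets it was 18 and none (21 over the list alone, adjusted p = 2.71e-24, and 6.94e-06 with an estimated correlation). CXCL8, the neutrophil chemokine, was at 7.39 CPM in +Aβ and 1.38 CPM in +Aβ with CMS121 (log2 fold change −2.42, adjusted p = 2.61e-10 from edgeR), CXCL10, a chemokine of T cells, at 8.21 and 2.99 CPM (adjusted p = 2.31e-10), and ETV5, a transcription factor of ERK signalling, at 68.2 and 24.8 CPM (adjusted p = 1.66e-08), each a mean over 5 libraries. SAMD11 was at 2.45 and 5.94 CPM (log2 fold change 1.30, adjusted p = 1.98e-06). Of 34 ferroptosis genes, 12 were lower and 1 higher with CMS121 in cells with Aβ (13 and 2 over the list alone; adjusted p = 9.75e-07, and 0.0015 with an estimated correlation). Of 20 fibroblast and mesenchyme genes, 3 were lower and 2 higher (7 and 2 over the list alone; adjusted p = 0.0228 for lower levels, with adjusted p = 0.352 with an estimated correlation, 0.213 in fgsea, 0.0518 without +Aβ replicate 5, and 0.0894 and 0.0580 without replicate 1 or 4 of +Aβ with CMS121). APP was lower too (log2 fold change −0.17, adjusted p = 0.00273), and the share of mtDNA-encoded counts was 7.23% in +Aβ with CMS121 and 5.70% in +Aβ (exact permutation test, p = 0.0556). Of the 13 mtDNA-encoded genes 3 were higher with CMS121 and none lower (12 over the list alone; adjusted p = 4.73e-07, with adjusted p = 0.236 with an estimated correlation).

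With CMS121 in both groups, lists of the growth factor response were higher with Aβ. Of 30 immediate early genes 13 were higher and none lower in +Aβ with CMS121 against -Aβ with CMS121 (16 over the list alone, adjusted p = 6.98e-21, and 0.0181 with an estimated correlation). Of 22 genes of ERK output 10 were higher and none lower (11 over the list alone, adjusted p = 7.63e-13, and 0.00630 with an estimated correlation). The ATF4 list went the other way, with 12 lower and 3 higher (15 and 3 over the list alone; adjusted p = 2.34e-05, with adjusted p = 0.294 with an estimated correlation), and the ferroptosis list did not pass (adjusted p = 0.511). Of 20 fibroblast and mesenchyme genes, 6 were lower and none higher in the same comparison, over the list alone too (adjusted p = 0.00184 for lower levels, with adjusted p = 0.294 with an estimated correlation). Of the 13 mtDNA-encoded genes 7 were higher and none lower (12 over the list alone; adjusted p = 2.09e-09, with adjusted p = 0.294 with an estimated correlation). The heme oxygenase HMOX1 rose by 2.42 on the log2 scale (adjusted p = 5.95e-11), and its interaction did not pass (log2 fold change −0.40, adjusted p = 0.525). The difference of the Aβ effects with and without CMS121 passed for the ATF4 list (29 of 36 genes lower, none higher, 32 over the list alone, adjusted p = 2.28e-63, and 4.72e-05 with an estimated correlation). It also passed for the ferroptosis list (7 lower, 1 higher, 11 and 1 over the list alone, adjusted p = 1.21e-06, and 0.0015 with an estimated correlation). Among genes past the adjusted p in opposite directions, which were named after their values were seen, ASNS had log2 fold changes with Aβ of 0.45 without CMS121 and −0.22 with it, TRIB3 of 0.60 and −0.26, CHAC1 of 0.71 and −0.31, and PCK2 of 0.26 and −0.37.

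In cells without Aβ, no gene changed with CMS121 in edgeR (0 of 13835 genes; 2 past the adjusted p alone, 1298 at an unadjusted p under 0.05, and 1 in DESeq2). With a count of 0 all 100 splits give as many calls whatever the data (highest other 1), so that the splits decide nothing here. On simulated counts of this comparison, 89% of genes changed by 0.75 on the log2 scale were recovered. Nuclear genes of oxidative phosphorylation were higher as a set (74 of 76 above 0, median log2 fold change 0.10, adjusted p = 3.16e-25 in camera), with none past the adjusted p over all genes (0 in DESeq2), 35 at an unadjusted p under 0.05 and 25 adjusted over the list alone, and with adjusted p = 0.174 with an estimated correlation. Genes of the type I interferon response were lower as a set (26 of 32 at or below 0, median −0.13, adjusted p = 1.47e-05, and 0.0223 with an estimated correlation), with none past the adjusted p over all genes (0 in DESeq2), 11 at an unadjusted p under 0.05 and 6 over the list alone.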
